# *PELP1* inhibition by SMIP34 reduces endometrial cancer progression via attenuation of ribosomal biogenesis

**DOI:** 10.1002/1878-0261.13539

**Published:** 2023-11-01

**Authors:** Xue Yang, Zexuan Liu, Weiwei Tang, Uday P. Pratap, Alexia B. Collier, Kristin A. Altwegg, Rahul Gopalam, Xiaonan Li, Yaxia Yuan, Daohong Zhou, Zhao Lai, Yidong Chen, Gangadhara R. Sareddy, Philip T. Valente, Edward R. Kost, Suryavathi Viswanadhapalli, Ratna K. Vadlamudi

**Keywords:** endometrial cancer, mTOR, PELP1, rapamycin, ribosomal biogenesis

## Abstract

Endometrial carcinoma (ECa) is the fourth most common cancer among women. The oncogene *PELP1* is frequently overexpressed in a variety of cancers, including ECa. We recently generated SMIP34, a small‐molecule inhibitor of *PELP1* that suppresses *PELP1* oncogenic signaling. In this study, we assessed the effectiveness of SMIP34 in treating ECa. Treatment of established and primary patient‐derived ECa cells with SMIP34 resulted in a significant reduction of cell viability, colony formation ability, and induction of apoptosis. RNA‐seq analyses showed that SMIP34‐regulated genes were negatively correlated with ribosome biogenesis and eukaryotic translation pathways. Mechanistic studies showed that the Rix complex, which is essential for ribosomal biogenesis, is disrupted upon SMIP34 binding to *PELP1*. Biochemical assays confirmed that SMIP34 reduced ribosomal biogenesis and new protein synthesis. Further, SMIP34 enhanced the efficacy of mTOR inhibitors in reducing viability of ECa cells. SMIP34 is also effective in reducing cell viability in ECa organoids *in vitro* and explants *ex vivo*. Importantly, SMIP34 treatment resulted in a significant reduction of the growth of ECa xenografts. Collectively, these findings underscore the potential of SMIP34 in treating ECa.

**Abbreviations**
AKT: protein kinase B
ATCC: American Type Culture Collection
DepMap: dependency map
E2: 17‐beta‐estradiol
ECa: endometrial cancer
EEC: endometrioid endometrial cancer
GSEA: gene set enrichment analysis
IHC: immunohistochemistry
IP: immunoprecipitation
mTOR: mammalian target of rapamycin
OPP: *O*‐propargyl‐puromycin
PDE: patient‐derived explant
PDO: patient‐derived organoid
PELP1: proline‐, glutamic acid‐, and leucine‐rich protein 1
SCID: severe combined immunodeficiency
shRNA: short hairpin RNA
TCGA: The Cancer Genome Atlas
TMA: tissue microarray

## 1 Introduction

In the United States, endometrial carcinoma (ECa) is the fourth most common cancer in women and sixth most common malignancy among women to cause death [1]. The endometrioid ECa (EEC), a subtype of ECa, which makes up about 80% of all ECa, is regulated by signaling from estrogen (E2, 17‐β‐estradiol) [2]. Major risk factors for EEC are the imbalance of E2 and progesterone exposures and the use of unopposed E2 therapy [3]. Although therapy with progestins has shown encouraging results for patients receiving uterine‐sparing therapy, adjuvant hormone therapy only offers modest benefits to patients with ECa, and the recurrence rate is around 50% [4]. There is a definite need to identify new treatment targets for ECa.

Despite demonstrating moderate efficacy in clinical studies, targeted drugs including Bevacizumab, and Metformin did not provide lasting remission in individuals with advanced or recurrent ECa [5, 6, 7]. Molecular profiling studies using ECa tissues identified that PTEN, PIK3CA, PIK3R1, and AKT are frequently mutated or amplified. These mutations cause elevated PI3K/AKT/mTOR signaling in type 1 and type 2 ECa and are linked to disease progression and reduced survival [8, 9, 10]. The PI3K/AKT/mTOR pathway is inhibited by several drugs, including mTOR inhibitors; however, they have only a little efficacy in ECa when used as monotherapy [11, 12, 13, 14]. There is an unmet need for the development of novel targeted therapeutics to support current ECa‐directed treatments.

Proline‐, glutamic acid‐, and leucine‐rich protein 1 (*PELP1*) is an oncogene commonly overexpressed in several cancers [15, 16, 17, 18]. PELP1 interacts with mutant p53, regulates its recruitment, and alters epigenetic marks at target gene promoters [19]. PELP1 plays an essential role in several pathways including hormone signaling, mTOR signaling, cell cycle progression, ribosomal biogenesis, and the DNA damage response [20, 21, 22]. Additionally, PELP1 interacts with a variety of chromatin‐modifying complexes, including KDM1A [23], HDAC [24], PRMT [25], CARM1 [26], and contains a histone binding domain [23] that allows it to identify histone modifications. Recent studies identified a small molecule inhibitor SMIP34 that binds and degrades PELP1 [27]; however, its utility in treating ECa remains unknown.

Here, we used EEC cell lines, organoids, tumor tissues, and xenograft animal models to examine the impact of blocking PELP1 oncogenic signaling on the progression of the EEC subtype of ECa. Our results showed that PELP1 suppression caused by PELP1 knockdown or SMIP34 treatment decreased EEC cell viability and enhanced apoptosis. Mechanistic studies revealed that PELP1 inhibition decreased the ribosomal biogenesis and enhanced activation of the apoptosis pathways.

## 2 Materials and methods

### 2.1 Cell lines and reagents

HEC‐1‐A (RRID:CVCL_0293), AN3 CA (RRID:CVCL_0028), RL95‐2 (RRID:CVCL_0505), and HEK293T (RRID:CVCL_0063) cells were purchased from the American Type Culture Collection (ATCC, Manassas, VA, USA) and cultured using ATCC recommended media. Ishikawa cells (RRID:CVCL_2529) were purchased from Sigma (Millipore Sigma, St. Louis, MO, USA). All model cells were free of mycoplasma contamination, and identity was confirmed using short tandem repeat polymorphism analysis (STR). All these four cell lines (HEC‐1‐A, AN3 CA, RL95‐2, and Ishikawa) belong to EEC subtype of ECa. Two PELP1 antibodies were used in this study: (A300‐180A) was purchased from Bethyl Laboratories Inc. (Montgomery, TX, USA); (Abx026482) was purchased from Abbexa LLC (Sugar Land, TX, USA). The p‐Akt (S473), Akt, p‐mTOR (S2448), mTOR, p‐S6 (S235/236), S6, p‐ERK (Thr202/Tyr204), ERK, p‐4E‐BP1 (Thr37/46), 4E‐BP1 and GAPDH antibodies were obtained from Cell Signaling Technology (Beverly, MA, USA). The β‐Actin (A‐2066) and Vinculin antibodies (V9264), were purchased from Millipore Sigma (Burlington, MA, USA). The Ki67 antibody (ab1667) was purchased from Abcam (Cambridge, MA, USA). The WDR18 (15165‐1‐AP), TEX10 (17372‐1‐AP), SENP3 (17659‐1‐AP), and LAS1L (16010‐1‐AP) antibodies were obtained from Proteintech (Rosemont, IL, USA). The WDR18 (HPA050200) antibody used in immunoprecipitation (IP) assay was purchased from Sigma (Millipore Sigma, St. Louis, MO, USA). The synthesis of PELP1 inhibitor SMIP34 was described in earliar publication [27]. mTOR inhibitors rapamycin and AZD8055 were purchased from MedChemexpress (Monmouth Junction, NJ)

### 2.2 Primary ECa cells

Primary ECa cells were generated using patient‐derived ECa tissues collected from the Ob‐Gyn Tissue Core. These tissues were obtained utilizing a procedure authorized by the Institutional Review Board (IRB) of the University of Texas Health San Antonio (UTHSA). The IRB‐approved protocol (project number HSC20190695N) was used to collect the tissue for the study between 2019 and 2023 by UTHSA Tissue Core. All the participants in the study provided written informed consent. These samples were de‐identified, and neither the principal investigator nor the study team had access to clinical linkers or codes. The Declaration of Helsinki and the guidelines established by the UTHSA IRB were followed in all procedures involving human tissues.

### 2.3 Generation of model cell lines

Human specific lentiviral *PELP1*‐shRNA1 (TRCN0000159883; Sigma) and *PELP1*‐shRNA2 (TRCN0000159673; Sigma) particles were used to establish PELP1 knockdown cells. Control cells were generated using lentiviral particles (SHC016‐1EA; Sigma) expressing non‐targeted shRNA. HEK293T and RL95‐2 cells stably expressing PELP1‐GFP were generated using pCDH‐EF1‐GFP‐PELP1 vector. Puromycin (1 μg·mL^−1^) selection was used to produce stable clones, and pooled clones were utilized for all investigations.

### 2.4 Cell viability, clonogenic, and apoptosis assays

The impact of SMIP34 treatment on the cell viability of ECa cells was evaluated using the MTT cell viability assay as described [27]. For colony formation assays, established ECa cells (500 cells/well) and primary ECa cells (2000 cells/well) were plated in 6‐well plates in triplicate and treated with vehicle (control) or SMIP34 for 7 days. Colonies that included at least 50 cells were counted after 2 weeks. The Annexin V/PI kit (BioLegend, San Diego, CA, USA) was used to conduct the analysis of SMIP34's impact on apoptosis as described [27].

### 2.5 RNA‐seq, RT‐qPCR, and bioinformatic analyses

HEC‐1‐A cells were treated with either vehicle (control) or SMIP34 for 24 h, and total RNA was isolated using RNeasy mini kit (Qiagen, Valencia, CA, USA). The Genome Sequencing Facility (UTHSA) established protocol was used to perform RNA‐seq. tophat2 aligner (http://ccb.jhu.edu/software/tophat/index.shtml) was used to map the sequence reads to the UCSC hg19 genome, and HTSeq was used to quantify the reads to the NCBI RefSeq genes. When assessing functional enrichment pathways, significant genes with threshold value of Log_2_FC > 0.5 and adjusted *P* value < 0.05 were employed in the differential expression analysis carried out using deseq2. Pathways were identified using gene set enrichment analysis (GSEA; http://www.broadinstitute.org/gsea/index.jsp) [28]. GSEA analyses were performed using an over‐representation‐based method. The heatmaps of differential genes were produced using R software (version 4.2.1, R Core Team, 2022) and pheatmap package (version 1.0.12, https://cran.r-project.org/web/packages/pheatmap/index.html; Raivo Kolde, 2019). RNA‐seq was deposited in the GEO database under the accession number GSE226850. To verify the selected genes, quantitative real‐time PCR (RT‐qPCR) was performed using gene‐specific primers. The primer sequences are listed in Table S1. The RT‐qPCR method was used as previously described [29]. The *PELP1* gene expression in normal and ECa tissues was analyzed using TNMplot database analysis tool (https://tnmplot.com/) [30]. The Cancer Dependency Map (DepMap) (https://depmap.org/portal/) was used to confirm the essential nature of PELP1 in cancer cells [31]. A PELP1 gene expression correlation study was conducted in ECa by timer2.0 (http://timer.cistrome.org/) [32].

### 2.6 Western blotting, immunoprecipitation, and reporter gene assays

RIPA buffer was used to generate whole cell lysates, and Western blotting analysis was carried out using indicated antibodies as previously mentioned [29]. For IP analysis, cells were lysed using high salt lysis buffer (500 mm NaCl, 50 mm HEPES pH 7.5, 5 mm MgCl_2_, 5% Glycerol, 0.5% NP‐40, EDTA‐free protease inhibitor, 1.75 × 10^4^ U·mL^−1^ Benzonase). Following a 6 h incubation with GFP‐Trap beads (ChromoTek, Rosemont, IL, USA), the lysates were incubated with the designated antibody for 2 h at room temperature. Using the designated antibodies, Western blotting was used to investigate interactions. Using the TurboFect transfection reagent (Thermo Fisher Scientific, Waltham, MA, USA), we transiently transfected ECa cells with reporter plasmids. Renilla luciferase reporter (10 ng) and pHrD‐IRES‐Luc reporter (1 μg) were co‐transfected into ECa cells and after 48 h, cells were treated with SMIP34 (15 μm, 16 h). Using a dual luciferase assay kit (Promega, Madison, WI, USA), the luciferase activity was determined.

### 2.7 Ribosomal biogenesis and global protein synthesis analyses

For ribosomal biogenesis assay, ECa cells were plated in 8‐well chamber slides, treated with SMIP34 (10, 15, 20 μm) for 16 h, then fixed with 100% cold methanol for 15 min and permeabilized with 0.1% Tween‐20 in PBS for 20 min at room temperature. After 1 h blocking with 3% BSA in PBS at room temperature, cells were incubated with mouse anti‐ribosomal protein S6 (rpS6, 1 : 100, Cat# sc‐74459; Santa Cruz, Dallas, TX, USA) for 1 h at room temperature. Cells were then labeled with Alexa 488‐conjugated goat anti‐mouse for 1 h in dark at room temperature (1 : 1000; Thermo Fisher Scientific, Waltham, MA, USA), and visualized using confocal microscopy. Cayman's Protein Synthesis Assay Kit was used for measuring protein synthesis as per the manufacturer protocol (Cat# 601100; Cayman Chemical, Ann Arbor, MI, USA). Briefly, RL95‐2 cells were plated in 8‐well chamber slides and were treated with SMIP34 (15 μm) for 16 h and then treated with cell‐permeable, alkyne‐containing, puromycin analog *O*‐propargyl‐puromycin (OPP, 2.5 μL·mL^−1^) for 90 min at 37 °C. The cells were processed for detection of protein synthesis using 5‐FAM fluorescence and confocal microscopy as per kit protocol. Five fields of each condition were captured, and the mean fluorescence intensity of rpS6 and OPP was calculated by dividing the total fluorescence intensity using imagej (Java 1.8.0, NIH, Bethesda, MD, USA) by the number of cells in each field. Results were normalized to the control group. For measuring global protein synthesis, ECa cells were treated with SMIP34 (5, 10, 15 μm) for 16 h and then treated with puromycin (P7255, Millipore Sigma, St. Louis, MO, USA; 1 μm) for 30 min. Total lysates were analyzed by Western blotting using Anti‐Puromycin [3RH11] antibody (Cat# EQ0001; Kerafast, Boston, MA, USA).

### 2.8 Alignment and visualization of WDR18/PELP1 Rix complex and PELP1/SMIP34 model

The Cryo‐EM structure of WDR18/PELP1 Rix1 complex was retrieved from PDB DataBank with PDB entry 7UWF [33]. The model of SMIP34 binding to full‐length PELP1 was from our previous study [27]. pymol (https://pymol.org/2/) was used to perform 3D structural alignment and visualization.

### 2.9 Patient‐derived explant and organoid studies

Excised tissue samples were processed and cultured *ex vivo* for patient‐derived explant (PDE) studies as previously explained [29] and tissues used were same as described in Section 2.2. The tumor tissue characteristics are listed in Table S2. Patient‐derived organoids (PDO) were developed from de‐identified ECa tumor tissues and cultured in accordance with the ATCC culture guidelines (https://www.atcc.org/en/Guides.aspx). Following the manufacturer's instructions, the Promega^®^ CellTiter‐Glo^®^ 3D‐Superior Cell Viability Assay reagent (Promega, Madison, WI, USA) was used to measure cell viability after 7 days of treatment. A GloMax^®^ Discover System was used to measure the luminescence's intensity (Promega, Madison, WI, USA).

### 2.10 Tissue microarray, immunohistochemistry, and TUNEL analyses

For tissue microarray (TMA) study, EEC TMA from the Ob‐Gyn Tissue Core at UTHSA was used. TMA contained both EEC (*n* = 65) and normal endometrial tissues (*n* = 29). Immunohistochemistry (IHC) analysis was carried out as previously described [27]. The *In Situ* Cell Death Detection Kit (Roche, Indianapolis, IN, USA) was used for TUNEL assay. The percentage of Ki67‐positive and TUNEL‐positive cells in five randomly chosen microscopic fields at 20× magnification was used to construct the proliferative and apoptosis index, respectively. Five randomly chosen microscopic fields and the imagej analysis program was used to quantify the PELP1 staining on xenograft tumor slides (NIH, Bethesda, MD, USA).

### 2.11 *In vivo* xenograft models

All animal experiments were performed after receiving institutional (South Texas Veterans Health Care System, San Antonio, TX, USA) IACUC approval (ACORP 1905‐010). NCI SCID/NCr mice (NOD.CB17‐Prkdcscid/NCrCrl) were purchased from Charles River (Wilmington, MA, USA). Mice were kept in a pathogen‐free environment with a 12/12 h light/dark cycle, temperature: 23 °C, full access to water, and a diet of standard laboratory chow. HEC‐1‐A cells (1 × 10^6^) were mixed with an equal volume of growth factor‐reduced Matrigel and injected subcutaneously into 8‐week‐old female mice. After establishment of tumors, mice were randomly assigned to the control and treatment groups (*n* = 8 tumors per group). SMIP34 (20 mg·kg^−1^·day^−1^ per i.p.) was given to the treatment group whereas vehicle (0.3% hydroxypropyl cellulose) was given to the control group. The volume of the tumor was determined using a modified ellipsoidal formula: tumor volume = 1/2 (*L* × *W* ^2^), where *L* is the longitudinal diameter and *W* is the transverse diameter. Tumor growth was measured with a digital caliper at intervals of 3–5 days. After the experiment was complete, the mice were euthanized, and the tumors were removed, weighed, and prepared for histological analysis.

### 2.12 Statistical analyses

graphpad prism software (version 9.4.1, Boston, MA, USA) was used to examine statistical differences between groups using the unpaired Student's *t*‐test, two‐way and one‐way ANOVA. The means and standard errors of all the data plotted are displayed. Statistical significance was defined as *P* < 0.05.

## 3 Results

### 3.1 PELP1 is overexpressed in ECa and PELP1 knockdown decreased the proliferation of ECa cells

Through the use of the TNMplot analytic platform, which permits comparison of gene expression between tumor and normal tissues using established databases [30], we looked at whether PELP1 is overexpressed in ECa. Results revealed that ECa had higher PELP1 expression levels than normal tissues (Fig. 1A). Then, using TMA that included 29 normal and 65 ECa specimens, we investigated the expression of PELP1 immunohistochemically. Figure 1B depicts the representative staining in both normal and ECa tissues. Quantitation of IHC staining showed that PELP1 expression is significantly higher in ECa tumor tissues compared to normal tissues (Fig. 1B). We explored the genome‐wide CRISPR/Cas9 proliferation screening database to determine whether PELP1 operates as a crucial gene in cancer cell survival. In this database, gene dependency scores for each gene were determined by Chrono dependency score. Analysis of the DepMap database's data showed that PELP1 is necessary for the survival of cancer cells (Fig. 1C). Further, Western blotting analyses confirmed higher expression of PELP1 in established and primary ECa cell lines compared to normal endometrial cells (Fig. 1D). To examine the functional significance of PELP1 in ECa, we knockdown PELP1 using two different shRNAs (Fig. 1E) and determined whether PELP1 knockdown affected cell survival of ECa model cells (HEC‐1‐A, and EEC‐73). PELP1 knockdown significantly reduced the clonogenic survival of both established HEC‐1‐A and primary EEC‐73 ECa model cells (Fig. 1F,G). Collectively, these results imply that PELP1 is expressed at a high level in ECa relative to normal tissues and that PELP1 is essential for the survival of ECa cells.

**Fig. 1:**
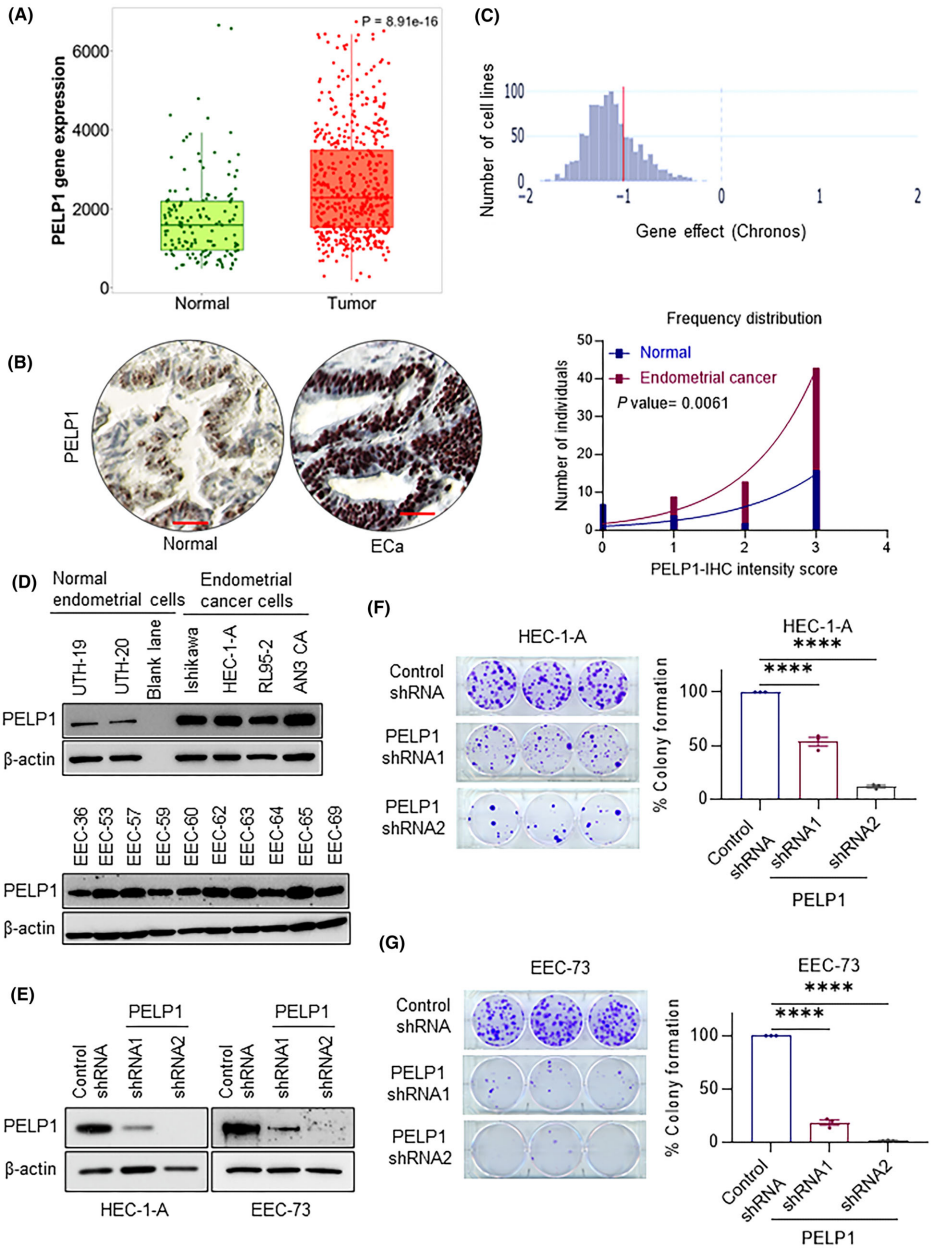
PELP1 expression is upregulated in endometrial cancer (ECa) and PELP1 knockdown decreased the growth of ECa cells. (A) Boxplots of PELP1 expression in normal (*n* = 133) and tumor (*n* = 374) gene array data. Data was obtained from TNMplot database. (B) The expression of PELP1 in tissue samples from patients with EEC (*n* = 65) and from people with normal endometrial tissue (*n* = 29) was assessed, and representative IHC images with PELP1 intensity were displayed, scale bar 100 μm. Frequency distribution of IHC scores is shown in the right panel. Blue and red lines represent frequency of distribution for normal and endometrial cancer respectively. (C) Chrono dependency score of PELP1 in cancer cells using DepMap database. A score of 0 indicates a gene is not essential; correspondingly −1 is comparable to the median of all pan‐essential genes (red line). (D) PELP1 expression in normal endometrial cells and ECa cells was analyzed by Western blotting. The results shown are from one of three experiments (*n* = 3), all of which had similar results. (E) Expression of PELP1 in PELP1 shRNA‐expressing HEC‐1‐A and EEC‐73 cells was analyzed by Western blotting. The results shown are from one of three experiments (*n* = 3), all of which had similar results. Colony formation assays were used to assess the impact of PELP1 knockdown on the growth of HEC‐1‐A (F) and EEC‐73 (G) cells. Results show mean ± SEM, *n* = 3. *P* values are calculated using one‐way ANOVA, ****P < 0.0001.

### 3.2 SMIP34, a PELP1 inhibitor decreased cell viability and increased apoptosis of ECa cells

A first‐in‐class small molecule PELP1 inhibitor, SMIP34, has been recently discovered by our group, and it binds to the PELP1 protein and promotes its degradation [27]. Using MTT cell viability assays, we investigated whether inhibiting PELP1 with SMIP34 decreases the viability of ECa cells. Results using 4 established and 12 primary ECa cells demonstrated that SMIP34 is highly effective in lowering ECa cell viability, with an IC_50_ of 1–5 μm (Fig. 2A,B). Similarly, SMIP34 is effective at reducing the colony formation ability of established and primary ECa cells (Fig. 2C). Western blotting analyses confirmed that SMIP34 treatment decreased PELP1 expression in a time‐ and dose‐dependent manner (Fig. 2D). We then used cycloheximide chase experiment to monitor the kinetics of PELP1 degradation. The results showed enhanced kinetics of degradation of PELP1 in the presence of cycloheximide, confirming SMIP34 promotes degradation of PELP1 (Fig. 2E). Additionally, SMIP34 treatment promoted apoptosis in ECa cells (Fig. 2F). Collectively, these findings imply that SMIP34 treatment effectively reduced cell viability and increased apoptosis of ECa cells.

**Fig. 2:**
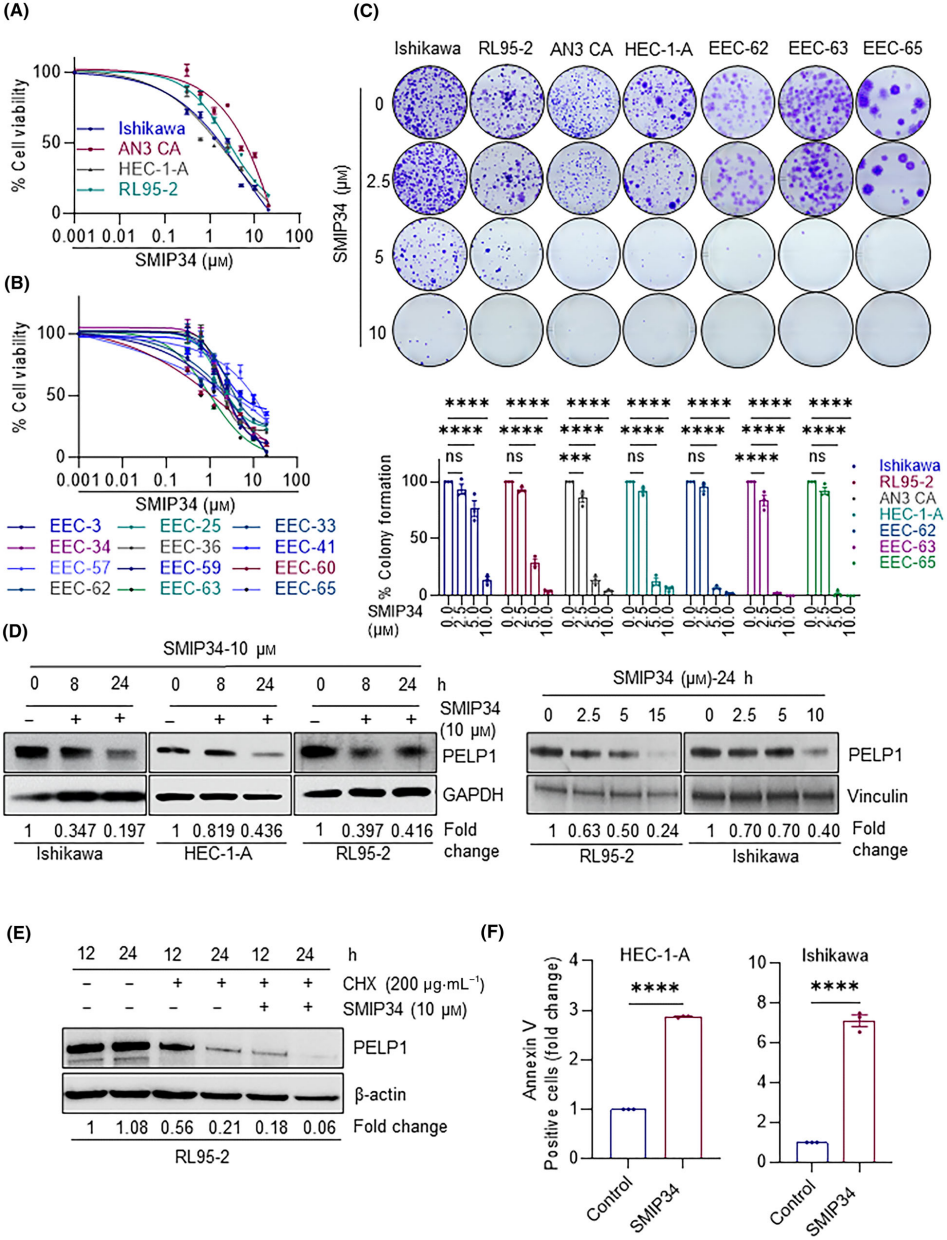
SMIP34 treatment decreased cell viability and increased apoptosis of ECa cells. After treating established (A) and primary (B) ECa cells with the indicated dose of SMIP34 for 7 days, the cell viability was assessed using the MTT assays. Results shown are from one of three experiments (*n* = 3), all of which had similar results. (C) Established and primary ECa cells were treated with the indicated doses of SMIP34, and the colony formation was examined after 14 days. The number of colonies were quantified, and the percentage of colonies were shown as bar graphs in the lower panel. Results shown are from one of three experiments (*n* = 3), all of which had similar results. Results show mean ± SEM, *n* = 3. *P* values are calculated using two‐way ANOVA, ***P < 0.001; ****P < 0.0001; ns, not significant. (D) ECa model cells were treated with SMIP34 (10 μm) for 8 and 24 h and levels of PELP1 was determined using Western blotting (Left panel). ECa model cells were treated with indicated concentrations of SMIP34 for 24 h and levels of PELP1 were determined using Western blotting (right panel). Results shown are from one of three experiments (*n* = 3), all of which had similar results. (E) PELP1 degradation was monitored using cycloheximide chase experiment. Western blotting was utilized to evaluate the expression of PELP1 in whole cell lysates. Results shown are from one of three experiments (*n* = 3), all of which had similar results. (F) ECa cells were treated with SMIP34 (20 μm), and the impact of this treatment on apoptosis was evaluated using an Annexin V/PI kit. Results shown are from one of three experiments (*n* = 3), all of which had similar results. Data are represented as mean ± SEM, *n* = 3. *P* values are calculated using *t*‐test, ****P < 0.0001.

### 3.3 PELP1 inhibition reduces the expression of genes involved in ribosome biogenesis and translation

To understand the molecular mechanism(s) by which PELP1 inhibition reduces cell viability, we analyzed transcriptional alterations by RNA‐seq. 

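RNA was sequenced in 3 libraries of HEC-1-A cells, a human endometrial adenocarcinoma line, that received vehicle (control). A further 3 libraries came from cells that received the PELP1 inhibitor SMIP34 at 20 µM for 24 h. The paper gives n = 3 and does not state whether the libraries came from separate cultures. For each library, the authors deposited the reads they had counted on the exons of 23228 genes of the UCSC hg19 annotation, without normalization. The tables were made with featureCounts, using the strand of each read. Reads that mapped to several places or overlapped several genes were divided into fractions, so that between 6.31 and 7.43% of the values in a library are not whole numbers, and a gene that shares sequence with another copy has an uncertain count. The methods of the paper name tophat2 for alignment, HTSeq for counting and DESeq2 for testing. The counts on genes came to 19562711, 22014835 and 20797428 in control replicates 1, 2 and 3 and to 21815535, 21493270 and 21509760 in SMIP34 replicates 1, 2 and 3, with medians of 20797428 and 21509760. The counts were rounded to whole numbers, genes with few counts were removed with edgeR's filterByExpr function, and the remaining 13408 genes were scaled by the TMM method, with factors between 0.988 and 1.01, and tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. Replicates of one group differed by more than counting noise, with a chi-square per gene between 1.91 and 3.26 over the 6 pairs, against 8.77 to 13.2 over the 9 pairs of a control and a treated library. The first principal component of log2 CPM (a gene's counts relative to the scaled library total) held 44.8% of the variance and separated the groups. The biological coefficient of variation was 3.03%, so that small differences could pass the test. If the libraries of a group shared a culture, the p-values would not measure variation between cultures. The mRNA of PELP1 itself (chromosome 17 of hg19, from 4574679 to 4607632) was at 139 ± 6.50 CPM (SD, n = 3) in control and 156 ± 4.43 CPM (SD, n = 3) in SMIP34-treated cells, a log2 fold change of 0.16 (standard error 0.035, adjusted p = 0.000746 from edgeR's quasi-likelihood test).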

Overall, 173 genes (with threshold value of Log_2_FC > 0.5 and with adjusted *P*‐value < 0.05) were differentially expressed in SMIP34‐treated cells. 

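With an adjusted p-value under 0.05 and an absolute log2 fold change over 0.5 in edgeR's quasi-likelihood test, 444 of the 13408 genes tested were differentially expressed, of which 193 were higher and 251 were lower in SMIP34-treated cells. An absolute log2 fold change over 1 was reached by 104 genes. Without the fold limit, 4645 genes had an adjusted p-value under 0.05, with 2339 higher and 2306 lower, and their median absolute log2 fold change was 0.20. The fold limit therefore left out 4201 genes with small differences. Of the 444 genes, 24 are annotated at several places of hg19, on alternative haplotypes of chromosome 6 or on both X and Y, where counts vary between replicates. The count of differentially expressed genes moved most with DESeq2's shrinkage of fold changes by a normal prior, to 108 genes (65 higher and 43 lower), and was 291 with DESeq2 without that prior.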

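Among the genes labelled in the volcano plot, JUN (chromosome 1 of hg19, from 59246463 to 59249785) rose from 36.9 ± 2.36 CPM (SD, n = 3) in control to 95.6 ± 1.34 CPM (SD, n = 3) in SMIP34-treated cells, a log2 fold change of 1.37 (standard error 0.044, adjusted p = 1.56e-18 from edgeR's quasi-likelihood test). GADD45B on chromosome 19 rose from 18.2 ± 0.187 to 56.6 ± 0.815 CPM, a log2 fold change of 1.64 (standard error 0.053, adjusted p = 1.56e-18). PPP1R15A had a log2 fold change of 0.93 and BIRC3 of 1.04. The steepest increases among the labelled genes were in transcripts of low abundance in control cells, HSPA6 (from 1.18 to 11.7 CPM, log2 fold change 3.31 ± 0.15, standard error) and FOSB (from 1.90 to 16.3 CPM, log2 fold change 3.09 ± 0.13, standard error). FGB on chromosome 4, from 155484132 to 155493915, fell from 137 ± 3.55 to 80.5 ± 1.71 CPM, a log2 fold change of -0.77 (standard error 0.035, adjusted p = 1.89e-15). SLC7A5 had a log2 fold change of -0.60, CDH16 of -0.61 and MAG of -0.59. All 13 labelled genes passed both thresholds, 9 of them higher and 4 lower. The alternative that moved JUN, HSPA6 and FOSB most was DESeq2's normal prior, under which their log2 fold changes were 1.29, 1.77 and 1.90. With each library left out in turn, the log2 fold change of JUN stayed between 1.34 and 1.43 and that of FGB between -0.79 and -0.75. Among all genes with a mean of at least 1 CPM and no overlap between the groups, the 5 largest decreases were those of ACMSD (log2 fold change -1.67), ACSM2B (-1.61), CHL1 (-1.56), NCRNA00271 (-1.44) and SLC7A8 (-1.27), each from under 5 CPM in control cells. With the same prior these were -0.69, -0.51, -0.32, -0.30 and -0.26 in the same order. The 5 largest increases were those of HSPA1A, ASMTL, HSPA6, FOSB and RING1, of which HSPA1A, ASMTL and RING1 are annotated at several places of hg19 and have uncertain counts.

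**Figure D1:**
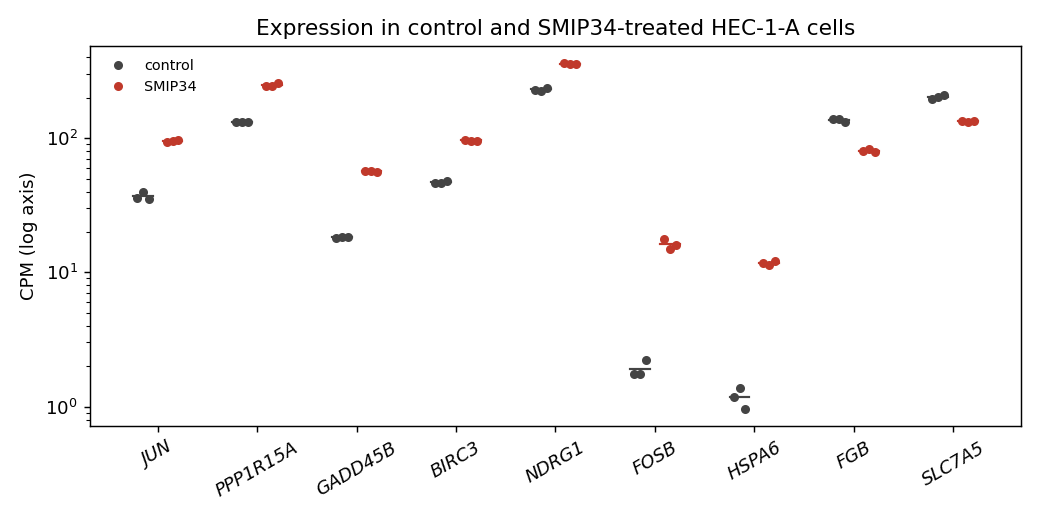
CPM on a log axis of 9 genes labelled in the volcano plot in each of the 3 control and 3 SMIP34-treated libraries of HEC-1-A cells. Points are libraries and bars are group means. In each gene the 3 treated libraries lie apart from the 3 control libraries, as for JUN with means of 36.9 and 95.6 CPM.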

The heatmap (Fig. 3A) and volcano plot (Fig. 3B) display the differential expression profiles between control and SMIP34‐treated groups. The GSEA analysis showed a positive association between SMIP34‐regulated genes with the signatures of TNF, apoptosis, and TGF‐beta signaling, while a negative correlation was observed with the translation, and ribosomal genes (Fig. 3C,D). 

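The MSigDB gene sets named in the paper were not used here. In their place, 19 gene lists written before the data were examined were tested with limma's camera function on the edgeR counts, with Benjamini-Hochberg adjustment over the lists. Of 24 NF-kB target genes, which TNF induces, 19 were tested and all 19 were higher with SMIP34, with a median log2 fold change of 0.53 (adjusted p = 5.68e-42) and a largest increase in IL8 (log2 fold change 2.26). The 28 tested BCL2 family and death receptor genes had a median log2 fold change of 0.066 (adjusted p = 0.0242), and 9 were higher and 6 lower at an adjusted p-value under 0.05. BMF, at 0.405 CPM in control cells, had the largest increase of these, a log2 fold change of 1.52. The median of the 18 TGF-beta response genes was 0.071 (adjusted p = 0.260), with 7 higher and 2 lower at an adjusted p-value under 0.05. Of the 79 ribosomal protein genes, 79 were lower and 75 passed an adjusted p-value of 0.05, with a median log2 fold change of -0.17, a change of -11.1% (adjusted p = 3.04e-27). None of the 79 passed the fold limit of 0.5. The heat shock genes (20 tested, median 0.28, adjusted p = 1.08e-27) and the immediate early genes (18 tested, median 0.48, adjusted p = 2.37e-34) had medians above 0. Without the genes that the study picked from these libraries for Table S1 or labelled in Fig. 3, the median was 0.52 over 15 NF-kB target genes, 0.039 over 25 BCL2 family and death receptor genes, 0.27 over 17 heat shock genes and 0.38 over 12 immediate early genes. With fry in place of camera, the lists of NF-kB target genes, BCL2 family and death receptor genes and ribosomal proteins kept adjusted p-values of 1.19e-06, 0.00219 and 0.0218, and that of TGF-beta response genes was 0.0419. With the correlation between genes estimated from the data, the NF-kB list kept an adjusted p of 0.0011, while the ribosomal protein list (0.257) and the BCL2 family and death receptor list (0.135) did not pass. With offsets that remove each library's trend with gene length, the median log2 fold change of ribosomal proteins was -0.054 (camera adjusted p = 3.86e-07), and over all alternatives the adjusted p lay between 1.77e-59 and 0.257.

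**Figure D2:**
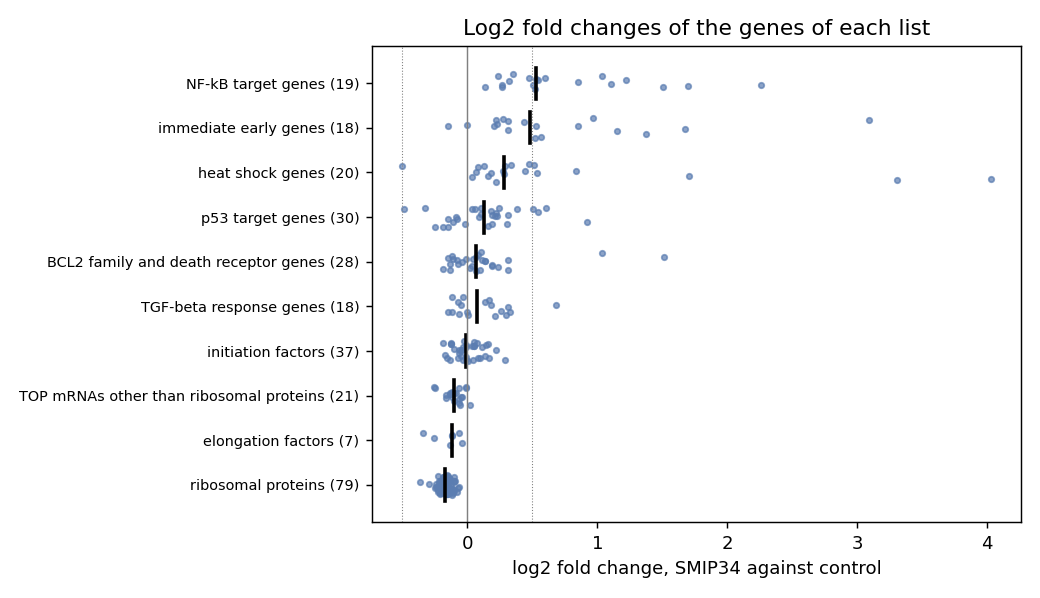
Log2 fold changes in SMIP34-treated against control cells, with 3 libraries each, of the genes of 10 lists. Each point is a gene, black bars are list medians, dotted lines mark the fold limit of 0.5 in both directions, and the number of genes tested stands in parentheses. The 19 NF-kB target genes lie above 0 with a median of 0.53, and the 79 ribosomal protein genes lie in a narrow band below 0 with a median of -0.17.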

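The heatmap of the p53 pathway in Fig. 3E labels 18 genes, all 18 of which were higher with SMIP34 at an adjusted p-value under 0.05 in edgeR's quasi-likelihood test, with log2 fold changes from 0.17 (WWP1) to 1.68 (ATF3), and 7 of them passed the fold limit. Of the 17 genes of its apoptosis heatmap, 16 passed the adjusted p-value and 6 the fold limit, and the exception, IER3, which was at 3.36 CPM in control cells, lies in the region of chromosome 6 with alternative haplotypes. The study chose these genes on the same libraries. In a list of 36 p53 target genes written before the data were examined, of which 30 were tested, 16 were higher and 7 were lower at an adjusted p-value under 0.05 over all genes, 23 passed when adjusted over the list alone, and 4 passed the fold limit. The median log2 fold change of that list was 0.13 (camera adjusted p = 0.0287). Of the genes tested, 6 stand in Table S1 or are labelled in Fig. 3, and the other 24 had a median of 0.072, with 11 higher and 7 lower at an adjusted p-value under 0.05 and 1 past the fold limit. It did not pass with the correlation estimated from the data (adjusted p = 0.135) and passed with fry (0.000163). CDKN1A on chromosome 6, from 36644237 to 36655116, rose from 6.14 ± 0.492 to 11.6 ± 0.342 CPM (SD, n = 3 each), a log2 fold change of 0.92 (standard error 0.10, adjusted p = 1e-07 from edgeR's quasi-likelihood test). SESN2 was the p53 target gene with the largest decrease, a log2 fold change of -0.49. The 20 ribosome genes and the 20 translation elongation genes labelled in Fig. 3F were all lower at an adjusted p-value under 0.05. Their log2 fold changes ran from -0.22 (RPL22) to -0.12 (RPL6) in the ribosome panel and from -0.26 (EEF1B2) to -0.12 (EEF1D) in the elongation panel, and none of the genes of either panel passed the fold limit.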

Importantly, we discovered that SMIP34‐regulated genes were positively enriched with gene sets of p53 and apoptosis pathway, and negatively enriched with gene sets for the ribosome and translation elongation (Fig. 3E,F). Further, validation tests using RT‐qPCR revealed that in ECa cells treated with SMIP34, genes involved in the p53 and the apoptosis pathways were elevated (Fig. 3G), whereas genes involved in ribosome biogenesis and translation elongation were downregulated (Fig. 3H). Collectively, these findings imply that pharmacological inhibition of PELP1 with SMIP34 significantly decreases expression of genes involved in protein translation, ribosomal biogenesis, and increases the expression of genes that induce apoptosis.

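All 32 mRNAs for which Table S1 lists primers were among the genes tested in the RNA-seq libraries of HEC-1-A cells. At an adjusted p-value under 0.05 over all genes, 29 of them differed between the groups, 14 higher and 15 lower with SMIP34, and the same number, 29, passed when adjusted over the list alone. The RT-qPCR followed up genes picked from these libraries, so the count adjusted over the list alone is not independent evidence. Of the 15 genes of the p53 and apoptosis pathways, all 15 had a log2 fold change above 0, 13 passed the adjusted p-value and 8 passed the fold limit, with a median fold of 1.45. PMAIP1, the gene of NOXA, had a log2 fold change of 0.10 (standard error 0.049, adjusted p = 0.109 from edgeR's quasi-likelihood test), and UPP1 of 0.053 (standard error 0.029, adjusted p = 0.158). BCL2L11, the gene of BIM, rose from 27.3 to 33.9 CPM, a log2 fold change of 0.31 (standard error 0.056, adjusted p = 8.18e-05). Of the 17 genes of the ribosome and translation, 15 were lower at an adjusted p-value under 0.05, none passed the fold limit, and the median fold was 0.894. RPL19 on chromosome 17 fell from 1358 ± 50.2 to 1196 ± 21.6 CPM (SD, n = 3 each), a log2 fold change of -0.18 (standard error 0.027, adjusted p = 8.02e-06). LAS1L was at 61.6 ± 1.93 CPM in control and 61.7 ± 1.35 CPM in treated cells (SD, n = 3 each), and TEX10 rose from 70.5 ± 1.09 to 80.4 ± 1.83 CPM, a log2 fold change of 0.19 (standard error 0.038, adjusted p = 0.000326). With offsets that remove each library's trend with gene length, genes that no longer passed the adjusted p-value included RPL6, RPL35, RPS2 and RPS12. The median fold of the 17 genes was 0.9595 with these offsets. Over 22 fits, the log2 fold change of RPL19 lay between -0.209 and -0.042, and it passed the adjusted p-value in 21. From the RNA-seq enrichments and the RT-qPCR measurements together, the paper proposes that inhibition of PELP1 with SMIP34 lowers the expression of genes of translation and ribosomal biogenesis and raises that of genes that induce apoptosis.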

**Fig. 3:**
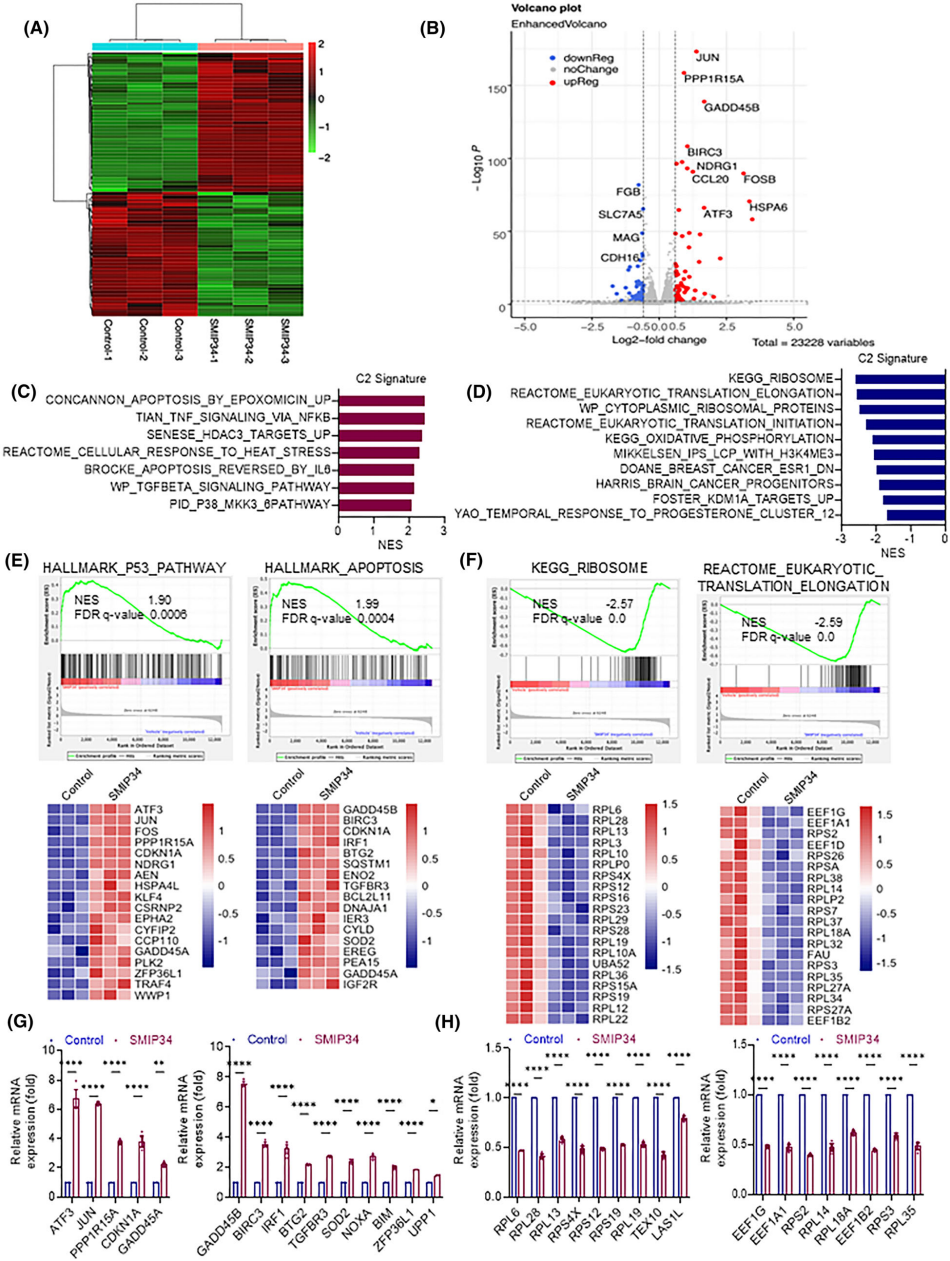
SMIP34 treatment elevated apoptosis pathways and downregulated ribosomal pathways. Total RNA was utilized for RNA‐seq after SMIP34 (20 μm) treatment on HEC‐1‐A cells for 24 h (*n* = 3). (A) Heatmap of the genes with differential expression is displayed. (B) Volcano plot of the genes with altered expression following SMIP34 treatment. (C, D) Upregulated and downregulated pathways were identified using differentially expressed genes using C2 signature. GSEA enrichment plots show SMIP34 regulated genes display positive enrichment with p53, and apoptosis pathways (E), and negative enrichment with the ribosome, and translation elongation pathways (F) with heatmap image of the specific genes in each pathway affected by SMIP34 treatment. The GSEA software was used to determine the *P* value, FDR *q* value, and normalized enrichment score (NES). (G, H) HEC‐1‐A cells were treated with either the vehicle (control) or SMIP34 for 24 h, and RT‐qPCR was used to validate the specific genes that were differentially regulated by SMIP34 treatment in RNA‐seq analysis. Data are represented as mean ± SEM. *P* values are calculated using two‐way ANOVA, *P < 0.05; **P < 0.01; ****P < 0.0001.

### 3.4 PELP1 inhibition reduces the levels of the proteins in the WDR18/PELP1 Rix1 complex

Based on the newly released Cryo‐EM structure of the WDR18/PELP1 Rix1 complex (PDB code 7UWF) [33], the PELP1 homodimer acts as the core of the WDR18/PELP1 assembly. As depicted in Fig. 4A, each WDR18 subunit in the complex directly interacts with both PELP1 subunits, which suggests that PELP1 dimerization is essential for forming WDR18/PELP1 complex. PELP1 forms the symmetric homodimer mainly with α helices 17, 20, and 22 of the Rix1 domain (Fig. 4B). Based on our previous data [27], SMIP34 could bind to the same region involved in the PELP1 homodimerization (Fig. 4C,D), which is likely to disrupt the formation of PELP1 homodimer and subsequently block the formation of the WDR18/PELP1 Rix1 complex. In particular, according to the AlphaFold [34] predicted structure of full‐length PELP1 monomer, the loop region containing amino acids #696–720 may bind to the homodimer interface and constitutes the SMIP34 binding site. This information suggests that SMIP34 could selectively bind to PELP1 monomer against dimer. Moreover, reduced dimerization of PELP1 may decrease the stability of PELP1, which could be a potential reason for SMIP34‐induced PELP1 degradation observed in our study. In addition to alteration in the conformation of #696–720 loop, the binding of SMIP34 may influence the conformation of the following C‐terminal region, which may disturb the interaction of other PELP1 partners such as SENP3 and TEX10 binding to the C‐terminal region. We performed IP assays utilizing PELP1‐GFP‐stably expressed RL95‐2 and HEK293T cells to test this theory. To prevent PELP1 from degrading, we employed SMIP34 treatment for a brief (6 h) period, and GFP‐TRAP beads were used for the IP. The results from IP experiments demonstrated decreased association of Rix1 complex proteins WDR18, TEX10, and SENP3 with PELP1 under conditions of SMIP34 treatment (Fig. 4E). Our earlier studies using PELP1 knockout models and mass spectrometry analyses suggested that PELP1 is essential for the stability of the Rix1 complex [35]. We therefore used Western blotting analysis to determine the status of the Rix1 complex proteins under conditions of SMIP34 treatment. Western blotting analysis demonstrated that SMIP34 treatment reduces the levels of WDR18/PELP1 Rix1 complex proteins WDR18, TEX10, LAS1L, and SENP3 in ECa cell lines (Fig. 4F). Analysis of TCGA ECa patients' datasets showed that PELP1 expression is positively correlated with WDR18, TEX10, LAS1L, and SENP3 (Fig. 4G). These results suggest that PELP1 inhibitor SMIP34 disrupts the assembly of WDR18/PELP1 Rix1 complex.

**Fig. 4:**
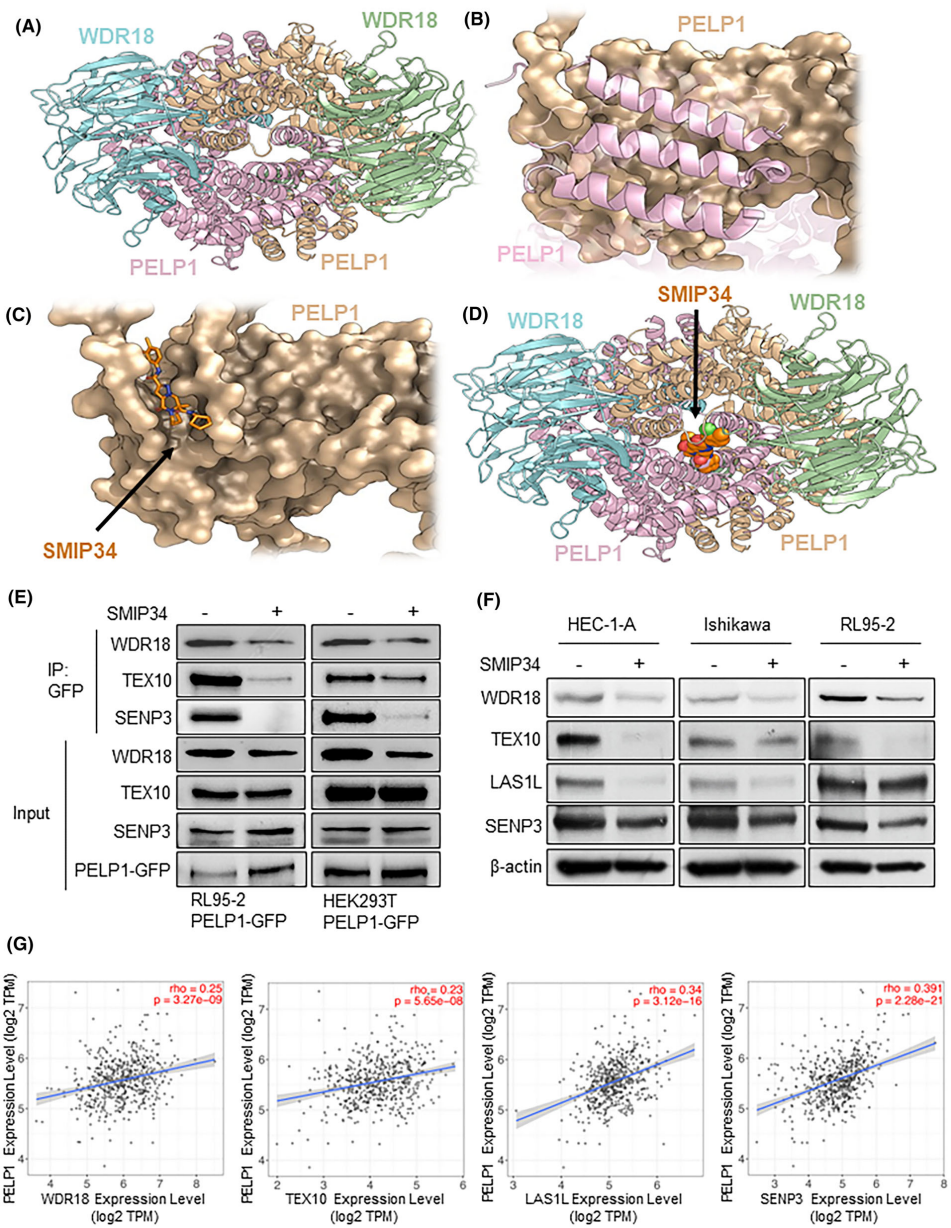
SMIP34 binding to PELP1 disrupts the formation of the Rix1 complex. (A) The CryoEM structure of WDR18/PELP1 Rix1 complex (PDB code 7UWF [33]) reveals the protein–protein interface between WDR18 and the PELP1 homodimer, which suggests that homodimerization of PELP1 is essential for WDR18 binding. (B) Local view of the homodimerization interface of PELP1 in WDR18/PELP1 Rix1 complex. Several key helices are involved in the homodimerization of PELP1 (*n* = 1). (C) According to the full‐length PELP1 monomer structure predicted by AlphaFold2, the loop region of #696–720 binds to the homodimerization interface and constitutes the SMIP34 binding site [27], which suggests that SMIP34 selectively binds to PELP1 monomer against dimer. (D) Superimposition of SMIP34 to the WDR18/PELP1 Rix1 complex suggests that SMIP34 binding is expected to competitively inhibit PELP1 homodimerization and Rix1 complex formation. (E) RL95‐2‐PELP1‐GFP, and HEK293T‐PELP1‐GFP cells were treated with vehicle (control) or SMIP34 (15 μm, 6 h), PELP1‐GFP was immunoprecipitated using GFP Trap beads and the ability of PELP1‐GFP to interact with Rix1 complex proteins was visualized using Western blotting. Results shown are from one of three experiments (*n* = 3), all of which had similar results. (F) Western blotting was used to assess the status of the Rix1 complex proteins after treatment with SMIP34 (10 μm, 24 h) in ECa model cells. Results shown are from one of three experiments (*n* = 3), all of which had similar results. (G) Gene correlation analysis of PELP1 with various components of Rix1 complex proteins in ECa using TCGA database.

### 3.5 PELP1 inhibition by SMIP34 reduced levels of rRNA and new protein synthesis

To determine whether blocking of PELP1 functions in Rix complex with SMIP34 treatment decreases ribosomal biogenesis, we investigated the expression of the 40S ribosomal subunit protein rpS6 as a ribosomal marker. After 16 h of exposure to various concentrations of SMIP34, EEC‐63 and HEC‐1‐A cells were fixed, and stained with rpS6 antibody. In comparison to vehicle‐treated control, SMIP34 treatment decreased rpS6 levels in a dose‐dependent manner (Fig. 5A,B). We then used the cell‐permeable, alkyne‐containing puromycin analog OPP to investigate whether decreased ribosomal biogenesis is correlated to decreased new protein synthesis. In this assay, the truncated C‐terminal alkyne‐labeled proteins were detected via copper‐catalyzed click chemistry using 5 FAM‐Azide. After 16 h of SMIP34 treatment, RL95‐2 cells were treated with OPP for 90 min. The cells were then prepared for florescence labeling to detect protein production and visualized by confocal microscopy. Results showed that SMIP34 treatment substantially reduced 5‐FAM fluorescence, indicating decreased protein synthesis (Fig. 5C,D). Pre‐rRNA processing and synthesis are crucial and rate‐limiting phases in the ribosomal biogenesis process. Since earlier studies indicated that PELP1 regulates rRNA transcription [36], we examined whether SMIP34 treatment regulate rRNA transcription. To test this, we have used the human rDNA‐promoter luciferase reporter (pHrD‐IRES‐Luc) assay [36]. The results using both HEC‐1‐A and RL95‐2 cells showed that SMIP34 treatment significantly decreased the activity of the rDNA‐promoter luciferase reporter (Fig. 5E). We then examined the status of rRNAs upon SMIP34 treatment using RT‐qPCR. Our findings demonstrated that treatment with SMIP34 significantly decreased the quantities of mature 18S, 5.8S, and 28S rRNAs as well as pre‐rRNA (Fig. 5F). The relationship between new protein synthesis and SMIP34 treatment was then investigated by subjecting RL95‐2 and EEC‐79 cells to varying concentrations of SMIP34, puromycin‐incubation, and performing Western blotting analyses of total lysates with anti‐puromycin antibody. As expected, the administration of SMIP34 significantly decreased global protein production in a dose‐dependent manner (Fig. 5G). Cycloheximide treatment was used as positive control and it also blocked new protein synthesis in these assays. Collectively, these findings show that SMIP34 impairs levels of rRNA, which in turn in decreases new protein synthesis.

**Fig. 5:**
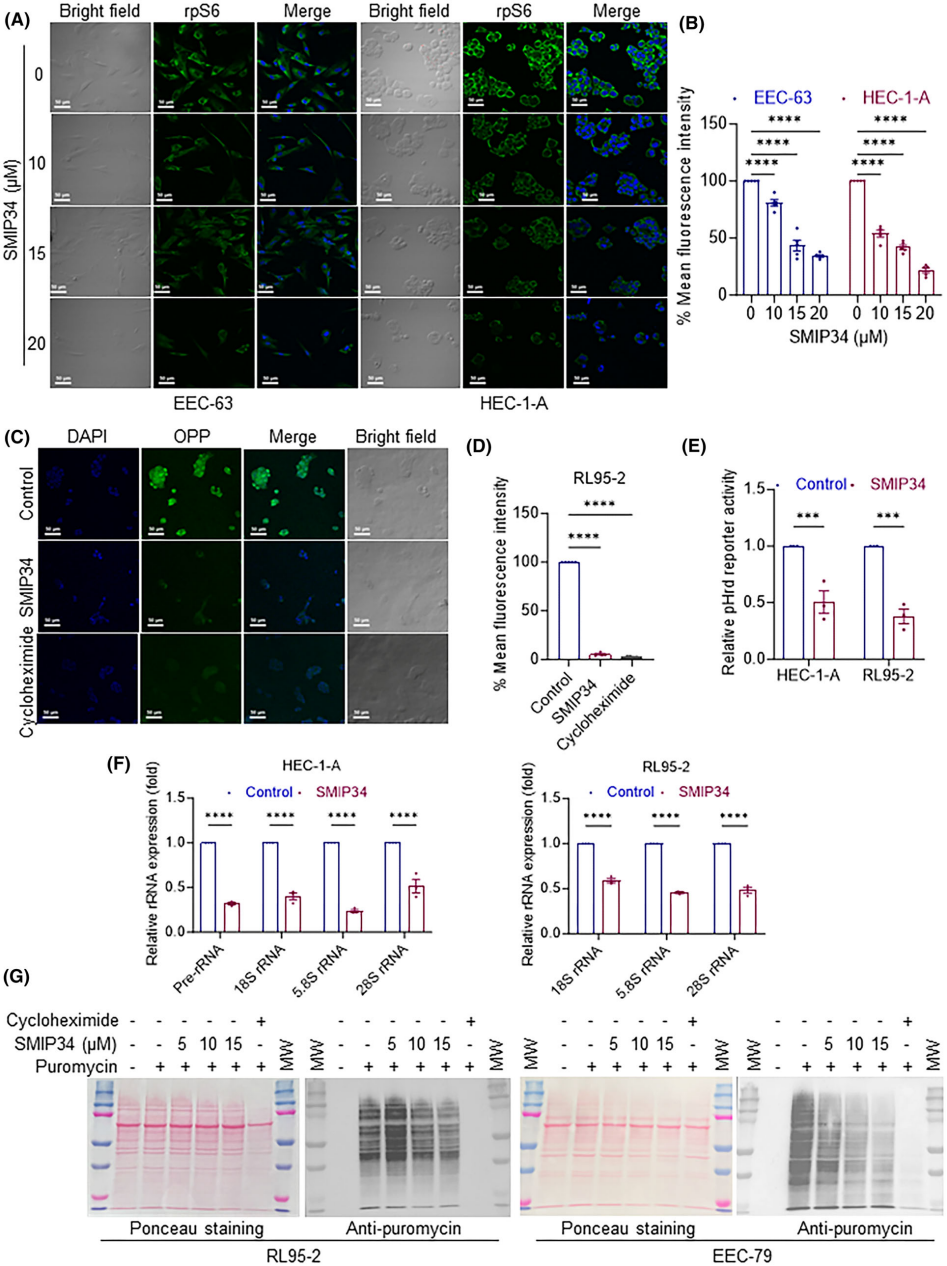
SMIP34 treatment reduced ribosomal biogenesis and new protein synthesis. (A) EEC‐63, and HEC‐1‐A cells were treated with vehicle (control) or SMIP34 (10, 15, 20 μm) for 16 h and status of 40S ribosomal subunit protein rpS6 was visualized using confocal microscopy. Results shown are from one of two experiments (*n* = 2), and both had similar results (scale bar 50 μm). (B) The quantification of total fluorescence intensity was analyzed using imagej and the percentages of mean fluorescence intensity (total fluorescence intensity divided by the cell counting in each field) normalized to control group were shown as bar graphs. Data are represented as mean ± SEM. *P* values are calculated using two‐way ANOVA, ****P < 0.0001. (C) RL95‐2 cells were treated with the SMIP34 (15 μm, 16 h), followed by incubation with OPP (90 min), a puromycin analog that incorporated only to newly synthesized proteins and the effect of the treatment on new protein synthesis was monitored by reduced FITC signal using confocal microscopy (scale bar 50 μm). Results shown are from one of two experiments, and both had similar results. (D) The quantification of total fluorescence intensity was analyzed using imagej and the percentages of mean fluorescence intensity (total fluorescence intensity divided by the cell counting in each field) normalized to control group were shown as bar graphs. Data are represented as mean ± SEM. *P* values are calculated using two‐way ANOVA, ****P < 0.0001. (E) HEC‐1‐A or RL95‐2 cells were transfected with pHrD Luciferase reporter vector. After 24 h, cells were treated with vehicle or SMIP34 (15 μm, 16 h) and the pHrD reporter gene activity was measured. Results shown are from one of four experiments, all of which had similar results. Data are represented as mean ± SEM. *P* values are calculated using two‐way ANOVA, ***P < 0.001. (F) HEC‐1‐A or RL95‐2 cells were treated with vehicle or SMIP34 (15 μm, 16 h) and the levels of pre‐RNA, 18S, 5.8S, 28S rRNA was measured using RT‐qPCR using Actin as internal control. The results shown are from one of three experiments (*n* = 3), all of which had similar results. Data are represented as mean ± SEM. *P* values are calculated using two‐way ANOVA, ****P < 0.0001. (G) RL95‐2 and EEC‐79 cells were treated with the SMIP34 (5, 10, 15 μm), followed by 30 min incubation with puromycin (1 μm) and the effect of the treatment on global protein synthesis was measured by Western blotting using anti‐puromycin antibody. MW represents molecular weight maker. The results shown are from one of five experiments, all of which had similar results.

### 3.6 PELP1 inhibition enhanced the therapeutic efficacy of mTOR inhibitors

Endometrioid endometrial cancers are known to harbor mutations in PI3K/AKT/mTOR pathway genes. Further, previous research revealed that PELP1 oncogenic functions also entail direct contacts to modulate mTOR, pSrc‐MAPK, and PI3K‐AKT activities. Therefore, we investigated whether the state of these signaling pathways was changed due to the suppression of PELP1 signaling by SMIP34. Western blotting results showed that SMIP34 treatment dramatically decreased the activation status of AKT, ERK, mTOR and its downstream effectors, such as S6 and 4EBP1. Since we found a considerable downregulation of the mTOR signaling in cells treated with SMIP34 (Fig. 6A) and because EEC frequently exhibits changes in the PI3K/AKT/mTOR pathway [9, 37, 38], we examined whether SMIP34 treatment enhances the efficacy mTOR inhibitors. In comparison to a single agent, the combination of SMIP34 and mTOR inhibitors (AZD8055 or Rapamycin) is more potent in reducing the clonogenic survival (Fig. 6B,C) and cell viability (Fig. 6D) of HEC‐1‐A and RL95‐2 cells compared to monotherapy.

**Fig. 6:**
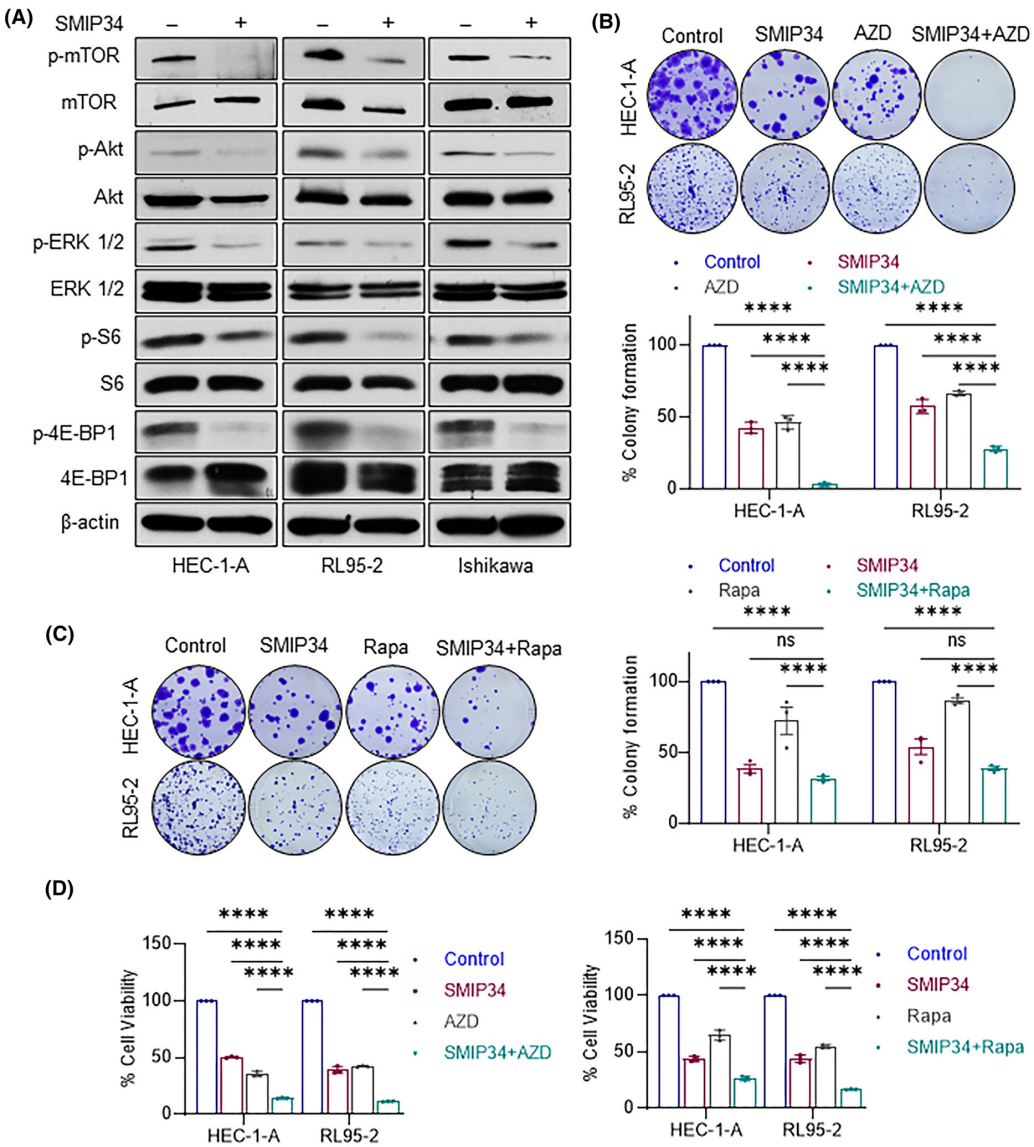
SMIP34 treatment blocked PELP1‐mediated extranuclear signaling and enhanced the therapeutic efficacy of mTOR inhibitors. (A) HEC‐1‐A, RL95‐2, and Ishikawa cells were treated with vehicle (control) or SMIP34 (10 μm) and status of known PELP1 downstream signaling was analyzed using Western blotting. The results shown are from one of three experiments (*n* = 3), all of which had similar results. (B, C) HEC‐1‐A, and RL95‐2 cells were treated with the SMIP34, mTOR inhibitors (Rapamycin and AZD8055) alone or in combination and the effect of the treatment on colony formation was examined after 14 days. The number of colonies were quantified, and the percentage of colonies were shown as bar graphs. The results shown are from one of two experiments (*n* = 2), and both had similar results. Results show mean ± SEM. *P* values are calculated using two‐way ANOVA, ****P < 0.0001; ns, not significant. (D) HEC‐1‐A, and RL95‐2 cells were treated with SMIP34, mTOR inhibitors alone or in combination and the effect of the treatment on cell viability was measured using MTT assays. The results shown are from one of two experiments (*n* = 2), both had similar results. Results show mean ± SEM. *P* values are calculated using two‐way ANOVA, ****P < 0.0001.

### 3.7 PELP1 inhibitor SMIP34 reduced the proliferation of patient‐derived ECa organoids and explants *ex vivo*

Using primary human ECa organoids, which were generated using previously described techniques [14], we next evaluated the effect of PELP1 inhibitor SMIP34 on ECa (Fig. 7A). Organoid viability assays revealed that in comparison to vehicle treatment (control), SMIP34 significantly decreased the viability of organoids (Fig. 7B). The effect of SMIP34 was further evaluated using an explant assay utilizing primary ECa tumor tissues. In this assay, surgically removed ECa tumors were cultured for a brief period in the presence of either SMIP34 or a vehicle (control) (Fig. 7C). Compared to tumors treated with a vehicle (control), ECa explants treated with SMIP34 showed a significant reduction in cell proliferation (Ki67 positive) (Fig. 7D). We then examined the impact of combining SMIP34 with mTOR pathway inhibitors. In ECa explants, the combination of SMIP34 with AZD8055 or Rapamycin is more effective than a single drug in suppressing tumor cell proliferation as indicated by Ki67 (Fig. 7E).

**Fig. 7:**
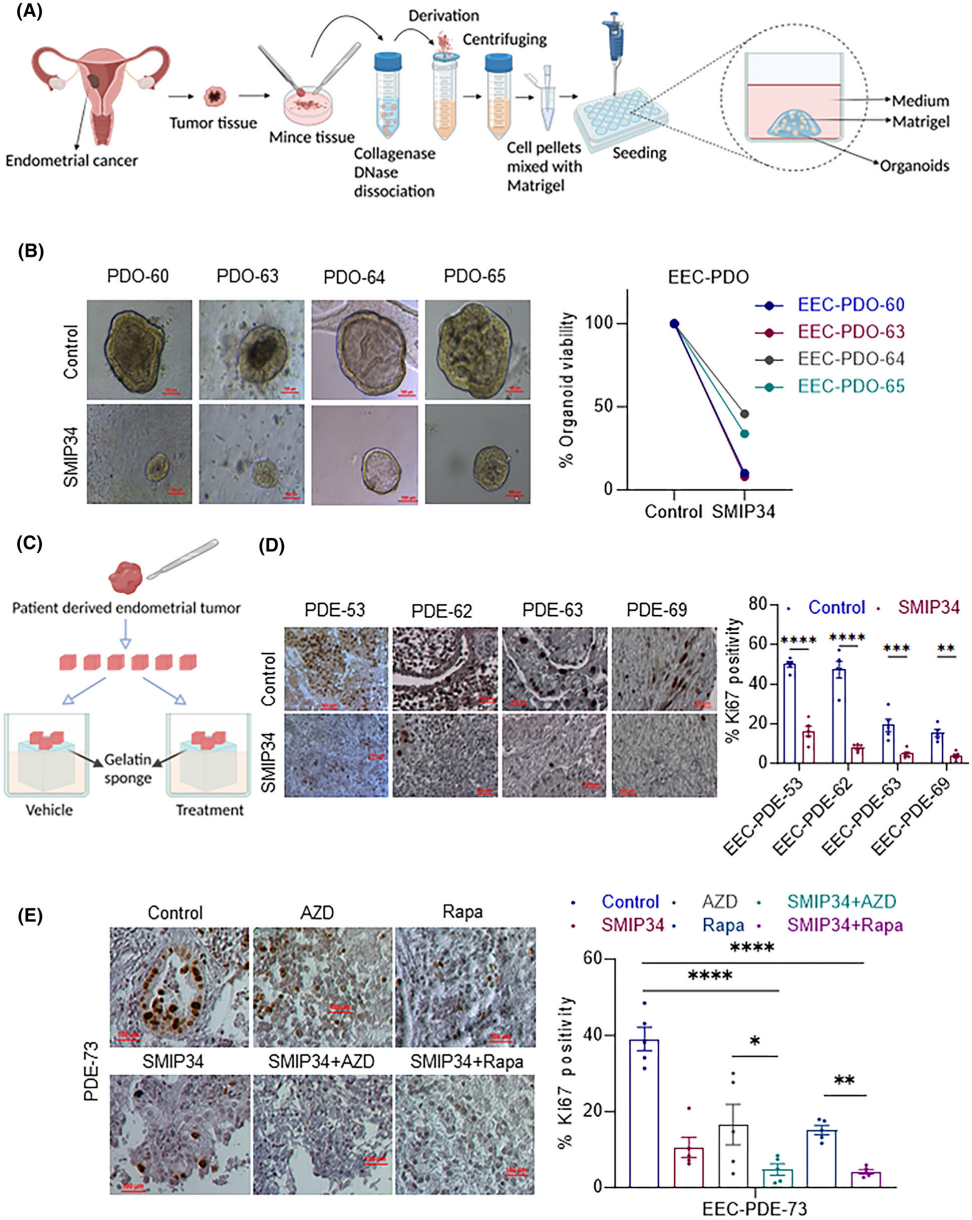
PELP1 inhibition using SMIP34 effectively inhibits the growth of PDOs and PDEs *ex vivo*. (A) Schematic figure of the procedure used for establishing organoids. (B) Using 3D CellTiter‐Glo assays, the impact of SMIP34 treatment on the viability of PDOs was evaluated. Representative pictures of PDOs cultured with or without SMIP34 treatment were shown (scale bar 100 μm). The results shown are from one of two experiments (*n* = 2), and both had similar results. (C) Schematic representation of PDE culture model. (D) ECa tumor tissues were cultured as explants and were treated with SMIP34 for 72 h. SMIP34's impact on the proliferation was analyzed by IHC studies using proliferation marker Ki67. Representative images from each explant tumor were shown on the left panel and the quantitation of Ki67 staining was shown on the right panel (scale bar 100 μm). The results shown are from one of four experiments (*n* = 4), all of which had similar results. Results show mean ± SEM. *P* values are calculated using two‐way ANOVA, **P < 0.01; ***P < 0.001; ****P < 0.0001. (E) Using IHC analysis, the effect of combination therapy of SMIP34 with mTOR inhibitors (AZD8055 or rapamycin) on PDE was evaluated using proliferation marker Ki67. Representative images from each explant tumor were shown on the left panel and the quantitation of Ki67 staining was shown on the right panel (scale bar 100 μm). The results shown are from one of three experiments (*n* = 3), all of which had similar results. Results show mean ± SEM. *P* values are calculated using two‐way ANOVA, *P < 0.05; **P < 0.01; ****P < 0.0001.

### 3.8 PELP1 inhibition by SMIP34 reduced ECa xenograft tumor growth *in vivo*

To assess the effectiveness of SMIP34 *in vivo* on ECa tumor growth, we created HEC‐1‐A xenograft tumors in the flanks of SCID mice. Mice with HEC‐1‐A xenografts were randomly assigned to receive daily i.p. doses of the vehicle (0.3% hydroxypropyl cellulose) or SMIP34 (20 mg·kg^−1^), 5 days per week according to our previously published studies [27]. When compared to control, SMIP34 treatment significantly reduced the tumor growth (Fig. 8A) and reduced the tumor's weight (Fig. 8B). The body weights of the mice in the SMIP34 treatment group and the control group did not change significantly (Fig. 8C). Additionally, compared to vehicle‐treated ECa tumors (control), SMIP34 treated ECa tumors had decreased cell proliferation (Ki67 staining), PELP1 expression (Fig. 8D) and increased apoptosis (TUNEL fluorescence) (Fig. 8E). These findings collectively imply that SMIP34 decreases the growth of ECa xenograft tumors *in vivo*.

**Fig. 8:**
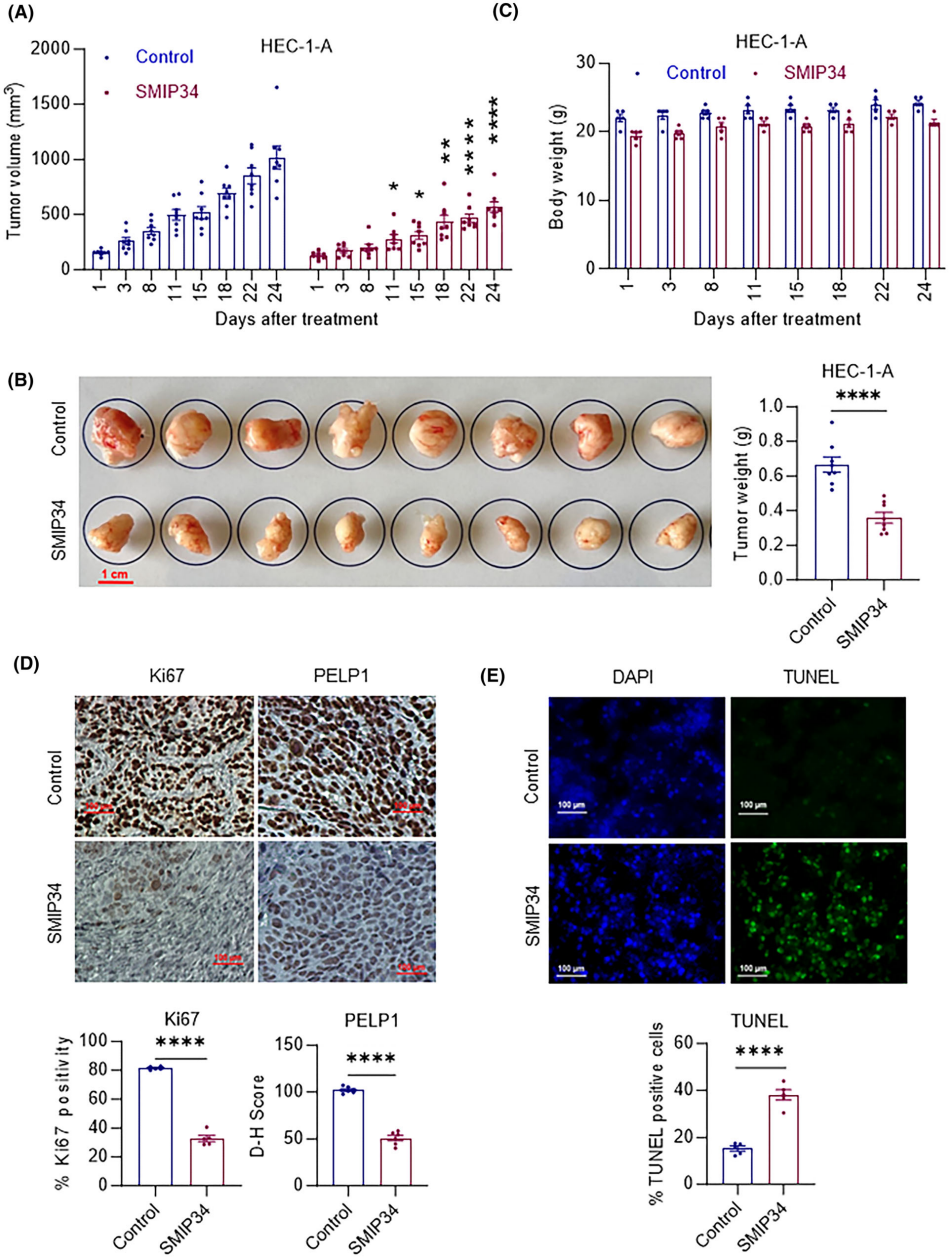
SMIP34 treatment suppresses EEC xenograft tumor growth *in vivo*. (A) HEC‐1‐A cells were injected subcutaneously into SCID mice. Following tumor establishment, mice were randomly assigned to receive either vehicle (control) or SMIP34 (20 mg·kg^−1^ body weight) 5 days a week through i.p. injection (*n* = 8). Tumor volume was assessed at 3–5 days intervals. *P* values are calculated using two‐way ANOVA, *P < 0.05; **P < 0.01; ****P < 0.0001. (B) Pictures of vehicle (control) and SMIP34‐treated tumors were displayed on the left panel and the weights of tumors were shown on the right panel (scale bar 1 cm). (C) The body weights of vehicle (control) and SMIP34‐treated mice were shown. Tumor samples from the vehicle (control) and SMIP34 treatment groups were processed by IHC for Ki67 (proliferation marker), PELP1 staining (D), and TUNEL assay (apoptosis marker) (E) and quantitated (scale bar 100 μm). The results shown are from one of two experiments (*n* = 2), and both had similar results. Representative images were shown on the upper panel and quantitation of the staining were shown on the lower panel. Data represented as mean ± SEM. *P* values are calculated using *t*‐test, ****P < 0.0001.

## 4 Discussion

Endometrial carcinoma most frequently affects older women and the prevalence of ECa is anticipated to rise due to increase in the elderly population. The overall mortality rate from ECa has not decreased recently, however, the outcome for recurrent ECa is unfavorable. This is notably relevant to the 50% of women who report with an additional recurrence of pelvic disease. There is an urgent need for new therapeutic options for ECa, specifically new therapeutic targets and agents are needed to support current ECa‐directed therapy. The results from this study suggest that PELP1 expression is upregulated in ECa. Using knockdown and pharmacological inhibition, we demonstrated that PELP1 may be a novel target for ECa and inhibition of PELP1 decreases PI3K‐AKT‐mTOR signaling, and ribosomal biogenesis.

PELP1 oncogenic signaling has been linked to the progression of many cancers [20]. According to published studies, PELP1 may act as a biomarker for tumors with poor prognoses, such as breast and prostate cancer [39]. In a prior work, PELP1 expression in ECa cells and aberrant PELP1 expression in ECa tumors was reported [16]. Another study discovered that PELP1 knockdown reduces the ability of ECa cells to migrate and invade [40]. Our IHC study employing a TMA also showed that PELP1 was expressed more strongly in ECa tumor tissue than in normal endometrium. Additionally, the findings from the TNMplot database supported the upregulation of PELP1 in the ECa. Collectively, these findings indicated that PELP1 dysregulation might occur in ECa; however, additional research involving more patient tumors is required to confirm this finding and establish PELP1 as a predictive biomarker and therapeutic target for ECa.

Recent research has shown that the first‐in‐class PELP1 inhibitor SMIP34 is effective at delaying the progression of breast cancer [27]. However, the role of PELP1 and the utility of SMIP34 blocking ECa progression remain unknown. In this investigation, we used several established and primary ECa cells to discover that SMIP34 reduced PELP1 expression, decreased cell viability and colony formation, and increased apoptosis. RNA‐seq analyses demonstrated that pharmacological PELP1 inhibition leads to suppression of the ribosomal and translation pathways and activation of the p53 and apoptosis pathways. Further, using patient‐derived ECa organoids and explants, and xenograft models, our studies showed that SMIP34 is effective both *ex vivo* and *in vivo* to suppress the tumor growth. These findings concur with the DepMap data, which shows that PELP1 knockout decreases the survival of ECa cells.

The PELP1‐TEX10‐WDR18 complex functions as a ribosomal biogenesis regulator and PELP1 localization is shown to regulate the rate of ribosomal synthesis [41]. PELP1 localizes to the nucleolus and plays a role in optimal production of the 28S rRNA [42]. Through the controlled recruitment and release of the AAA ATPase MDN1, PELP1 has been demonstrated to act as a regulatory point for mammalian 60S maturation [43]. Recent study using CRISPR PELP1 knockout model cells and global analysis showed that PELP1‐mediated oncogenic functions involve control of several transcription factors including c‐Myc and ribosomal biogenesis. In our RNA‐seq experiments, we discovered that pharmacological PELP1 inhibition suppresses the expression of several ribosomal genes. 

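In the RNA-seq libraries of HEC-1-A cells, ribosomal protein genes took 6.61 ± 0.269% of all counts in control and 5.99 ± 0.0484% in SMIP34-treated cells (SD, n = 3 each). Against the mean of the controls, the median of the 79 genes stood at 0.016, 0.050 and -0.073 on the log2 scale in control replicates 1, 2 and 3, and at -0.15, -0.19 and -0.16 in SMIP34 replicates 1, 2 and 3. Each treated library lay below each control, and control replicates 2 and 3 differed from each other by more than control replicate 3 differed from any treated library. Without control replicate 3 the median log2 fold change of the list was -0.20, and without control replicate 2 it was -0.14. RPS18, which lies among the alternative haplotypes of chromosome 6, varied between control replicates, at 16.9, 11.8 and 20.4 CPM in replicates 1, 2 and 3. The member with the smallest decrease was RPL17, with a log2 fold change of -0.061 (standard error 0.028, adjusted p = 0.0889 from edgeR's quasi-likelihood test). Ribosomal protein genes are short, with a median exon length of 826 bases. Over all genes tested, the median log2 fold change ran from -0.10 in the tenth of genes with the shortest exons to 0.12 in the tenth with the longest.

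**Figure D3:**
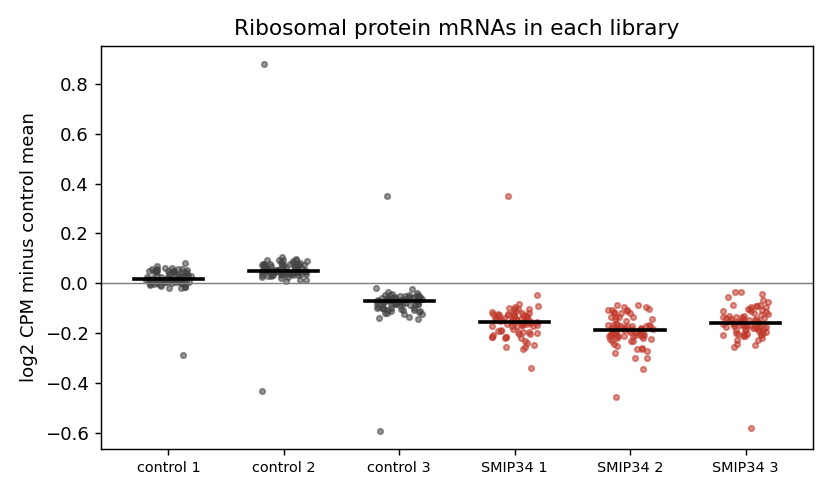
Log2 CPM minus the mean of the 3 controls for each of the 79 ribosomal protein genes in each library of control and SMIP34-treated HEC-1-A cells. Points are genes and black bars are medians, which lie at 0.016, 0.050 and -0.073 in the controls and between -0.19 and -0.15 in the treated libraries.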

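For translation elongation, the RNA-seq libraries of SMIP34-treated and control HEC-1-A cells hold counts for 7 elongation factor genes, all 7 of which had a log2 fold change below 0, with a median of -0.12 (camera adjusted p = 0.00546). An adjusted p-value under 0.05 was reached by 5 of them over all genes and by 5 when adjusted over the list alone, and none passed the fold limit of 0.5. EEF1A1 on chromosome 6, from 74225473 to 74230755, was at 9813 ± 263 CPM in control and 9031 ± 140 CPM in treated cells (SD, n = 3 each), a log2 fold change of -0.12 (standard error 0.026, adjusted p = 0.000789 from edgeR's quasi-likelihood test). EEF1B2 fell from 346 ± 19.5 to 290 ± 10.5 CPM, a log2 fold change of -0.26 (standard error 0.034, adjusted p = 1.68e-06). The counts of EEF1A1 were fractional in 5 of the 6 libraries and those of EEF1B2 in all 6, from reads that mapped to several places or overlapped several genes, which the counts do not tell apart. The elongation factor list passed with fry (adjusted p = 0.0182) and did not pass with the correlation between genes estimated from the data (0.261). Among 37 initiation factor genes, 8 were higher and 9 were lower at an adjusted p-value under 0.05, with a median log2 fold change of -0.014 (camera adjusted p = 0.947), whose sign changed when libraries were scaled by their size only or by gene length offsets.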

Our RNA‐seq data further indicated that PELP1 is also critical for the elongation of protein translation. Our mechanistic studies and puromycin labelling studies also confirmed that SMIP34 treatment contributes to decreased ribosomal biogenesis and protein synthesis. Reporter assays confirmed that SMIP34 treatment decreased rDNA‐promoter luciferase reporter activity. Similarly, RT‐qPCR analyses confirmed that SMIP34 treatment significantly decreased the quantities of mature 18S, 5.8S, and 28S rRNAs as well as pre‐rRNA. Collectively, these findings suggest that SMIP34‐mediated growth inhibitory effects are in part mediated by blocking PELP1 facilitated functions in rRNA synthesis and protein synthesis. Earlier studies showed that interaction between PELP1 and mTOR led to the stimulation of mTOR downstream signaling when PELP1 was dysregulated [44]. 

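TOP mRNAs carry a 5′ terminal oligopyrimidine tract, through which mTOR controls their translation, and include the ribosomal protein mRNAs. In a list of 21 other TOP mRNAs, 20 had a log2 fold change below 0 in SMIP34-treated HEC-1-A cells, and 13 were lower and none was higher at an adjusted p-value under 0.05 in edgeR's quasi-likelihood test, with 13 when adjusted over the list alone. The median log2 fold change of the list was -0.10 (camera adjusted p = 4.25e-05), and none of its members passed the fold limit of 0.5. Relative to the control mean, the list stood at 0.016, 0.021 and -0.032 on the log2 scale in control replicates 1, 2 and 3 and at -0.10, -0.10 and -0.087 in SMIP34 replicates 1, 2 and 3. The list passed with fry (adjusted p = 0.00519) and not with the correlation estimated from the data (adjusted p = 0.135). It holds most of the elongation factor genes, EEF1A1, EEF1B2, EEF1D and EEF1G among them, and some initiation factor genes. Its result is therefore not independent of theirs. Counts of mRNA do not measure translation, so they do not test its control by mTOR.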

Interestingly, downregulation of a subset of genes related to ribosomal and translation pathway (TOP mRNAs) could be resulted from perturbed mTOR signaling by SMIP34‐mediated downregulation of PELP1 expression and this may also impact reduced ribosomal biogenesis in SMIP34 treated cells. Future mechanistic studies are clearly needed to differentiate these two effects and such studies are beyond the scope of this investigation.

The structure of the human PELP1‐Rix1 domain coupled to WDR18 was established in recent research utilizing cryo‐electron microscopy (cryo‐EM) at a resolution of 2.7 Å [33]. Based on the newly released Cryo‐EM structure of the WDR18/PELP1‐Rix1 complex (PDB code 7UWF) [33], the PELP1 homodimer acts as the core of the WDR18/PELP1 assembly. Based on our previous study [27], SMIP34 could bind to the same region involved in the PELP1 homodimerization, which is likely to disrupt the formation of PELP1 homodimer and subsequently block the formation of WDR18/PELP1‐Rix1 complex. Moreover, reduced dimerization of PELP1 may decrease the stability of PELP1, which could be a potential reason for the SMIP34 induced PELP1 degradation observed in our study. In the present study, we discovered that SMIP34 is efficient at preventing the PELP1‐Rix1 complex. Additionally, the Rix1 complex proteins such as WDR18, TEX10, LASIL, and SENP3 had their levels markedly decreased after treatment with SMIP34. These findings are consistent with previously published studies and support the theory that the connection of PELP1 with the Rix1 complex contributes to the stability of this complex.

Although PELP1 does not have any known enzymatic activity, it may serve as a protein scaffold that aids in the assembly of signaling complexes. For instance, PELP1 has several proline‐rich regions that contain consensus PXXP motifs. These motifs enable PELP1 to interact with Src and the P85 regulatory subunit of PI3K [45]. The c‐Src‐PI3K‐ERK pathway had lower expression in gastric cancer models when PELP1 was suppressed [45]. Further, in ovarian cancer cells, c‐Src and AKT signaling was diminished when PELP1 was downregulated [15]. Breast cancers with migratory characteristics are caused by PELP1 being localized in the cytoplasm, which increases pro‐tumorigenic IKK and NF‐κB signaling [46]. The interaction between PELP1 and mTOR led to the stimulation of mTOR downstream signaling when PELP1 was dysregulated [44]. In line with previous research, we discovered that treatment with SMIP34 dramatically decreased the activity of the AKT, ERK, and mTOR in ECa cells. It is known that the PI3K/AKT/mTOR pathway is altered at the molecular level in EEC [9, 37, 38, 47]. According to our findings, mTOR inhibitors were more effective at lowering the viability of ECa cells when PELP1 was also inhibited by SMIP34. A combination therapy of SMIP34 and mTOR inhibitors may boost their efficacy in treating ECa because ongoing clinical trials have demonstrated mTOR inhibitors' moderate effectiveness in treating ECa.

## 5 Conclusions

In conclusion, our findings showed that PELP1 suppression decreased ECa cell viability both *in vitro, ex vivo* and *in vivo*. Mechanistic investigations revealed that the stability of the Rix1 complex formation is impacted by PELP1 inhibition, which lowers ribosomal biogenesis. PELP1 could serve as a potential therapeutic target and that SMIP34 may be a novel class of drug for treating ECa.

## Conflict of interest

The authors declare no conflict of interest.

## Author contributions

RKV, SV, and GRS designed the experiments and interpreted the results. XY, ZeL, WT, UPP, ABC, KAA, RG, and XL, conducted the experiments; YY and DZ designed and interpreted the modeling studies. RKV, XY, ZhL, and YC designed and intercepted the results of RNA‐seq. ERK and PTV designed and intercepted the results of TMA, PDO, and PDE studies. SV and XY designed and conducted xenograft studies; RKV, XY, and SV wrote the manuscript.

### Peer review

The peer review history for this article is available at https://www.webofscience.com/api/gateway/wos/peer‐review/10.1002/1878‐0261.13539.

## Supporting information

**Table S1.** List of the primers used in the study.

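Table S1 gives a forward and a reverse primer for each of 32 mRNAs, which were used in the RT-qPCR of Fig. 3G and Fig. 3H, and for rRNA species. The sequences were taken from text extracted from the table, which could have altered some of them, so a primer without a match may be an error of that copy. In this copy, both primers of 23 of the 32 pairs matched a GENCODE release 44 transcript of the named gene exactly and faced each other, and the shortest predicted product of a pair was between 45 and 176 bases, with a median of 113 bases over the pairs. In 8 of these 23 pairs, both primers also matched a transcript of another gene, with EEF1A1 and EEF1B2 each matching several pseudogenes. In 7 further pairs, PPP1R15A, IRF1, BTG2, RPL13, RPS4X, RPS12 and LAS1L, only 1 of the primers had an exact match in a transcript of the named gene. For the TEX10 pair, neither primer matched a transcript of TEX10, and both matched TEX101, with a predicted product of 144 bases.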

**Table S2.** Endometrial tumor tissue Demographic Information.

## Data Availability

All data generated for this study is included in this article. The GEO database contains RNA‐seq data that has been deposited with a GEO accession number (GSE226850).

# Supplementary material for: PELP1 inhibition by SMIP34 reduces endometrial cancer progression via attenuation of ribosomal biogenesis
**Source:** Mol Oncol. 2023 Nov 1;18(9):2136–56. doi: 10.1002/1878-0261.13539
**Supplement:** Supplementary file 1 — Table S1. List of the primers used in the study.

### List of the primers used in the study

| Gene Name      | Forward                 | Reverse                |
|----------------|-------------------------|------------------------|
| ATF3           | CCTCTGCGCTGGAATCAGTC    | TTCTTTCTCGTCGCCTCTTTTT |
| JUN            | TCCAAGTGCCGAAAAAGGAAG   | CGAGTTCTGAGCTTTCAAGGT  |
| PPP1R15A       | ATGATGGCATGTATGGTGAGC   | AACCTTGCAGTGTCTTATCAG  |
| CDKN1A         | TGTCCGTCAGAACCCATGC     | AAAGTCGAAGTTCCATCGCTC  |
| GADD45A        | CTCAACGTCGACCCCGATAA    | GCCTGGATCAGGGTGAAGTG   |
| GADD45B        | TACGAGTCGGCCAAGTTGATG   | GGATGAGCGTGAAGTGGATT   |
| BIRC3          | CCAAGTGGTTTCCAAGGTGT    | TCTCCTGGGCTGTCTGATGT   |
| IRF1           | CTGTGCGAGTGACCGGATG     | ATCCCCACATGACTTCCTCTT  |
| BTG2           | ACCACTGGTTTCCCGAAAAAG   | CTGGCTGAGTCCGATCTGG    |
| TGFBR3         | GTGTTCCCTCCAAAGTGCAAC   | AGCTCGATGATGTGTACTTCCT |
| SOD2           | GCTCCGGTTTTGGGGTATCTG   | GCGTTGATGTGAGGTTCCAG   |
| NOXA           | GCTGGAAGTCGAGTGTGCTA    | CCTGAGCAGAAGAGTTTGGA   |
| BIM            | TGGCAAAGCAACCTTCTGATG   | GCAGGCTGCAATTGTCTACCT  |
| ZFP36L1        | TCCAGCATAGCTTTAGCTTTGC  | GGTCATCGGCGCTCAGAATAG  |
| UPP1           | TGATTGCCCCGTCAGACTTTT   | CACCAACGCACCTGATGAAG   |
| RPL6           | ATTCCCGATCTGCCATGTATTC  | TACCGCCGTTCTTGTCACC    |
| RPL28          | GCATCTGCAATGGATGGTCG    | GTCCGTTGTAGCGGAAGGAA   |
| RPL13          | TCAAAGCCTTCGCTAGTCTCC   | GGCTCTTTTGCCCGTATGC    |
| RPS4X          | GAGGAGGCCAAGTACAAGTTG   | CACAGGTTACCAAGTGTCAAC  |
| RPS12          | TGCTGGAGGTGTAATGGACG    | GGCGCTTGCTCTAAGGCTTTG  |
| RPS19          | AAGCTGAAAGTCCCCGAATGG   | AGTTCTCATCGTAGGGAGCAAG |
| RPL19          | GGGCATAGGTAAGCGGAAGG    | TCAGGTACAGGCTGTGATACA  |
| TEX10          | GAAGTGGAGACTTGTGACAAAGG | AGGTGAAGAGTGCTGGACAAT  |
| LAS1L          | GTGTGGAGTGCGTGGTACG     | TGCAACTTATGGTCGTACAG   |
| EEF1G          | AACCGCACCCCTGAATTTCTC   | GGCGTTGCTCTCAAACACAC   |
| EEF1A1         | TGTCGTCATTGGACACGTAGA   | ACGCTCAGCTTTCAGTTTATCC |
| RPS2           | GGCCTCTCTCAAGGATGAGGT   | GTCCCCGATAGCAACAAATGC  |
| RPL14          | GACCTTGCACTCAAGTGAGGA   | CTTGTCGGACATACTTCTGGTG |
| RPL18A         | ATCTTTGCGCCTAATCATGTGCG | CCACAGTAGACAATCTCCCT   |
| EEF1B2         | GGTGCTCAACGATTACCTGG    | ATACCAACGTAGGGCATGACA  |
| RPS3           | AGGGCAGTGTAGAGCTTTATGC  | ATGAACCGCAGCACACCATAG  |
| RPL35          | AGCTCTCTAAGATCCGAGTCG   | GAACACGGGCAATGGATTTCC  |
| Human pre-rRNA | TGTCAGGCGTTCTCGTCTC     | AGCACGACGTCAACCATC     |
| 18S rRNA       | CTACTTGATAACTGTGGTA     | CGAGGTTATCTAGAGTCAC    |
| 5.8S rRNA      | AGCGCTAGCTGCGAGAATTA    | GACGCTCAGACAGGCGTAG    |
| 28S rRNA       | CCGCTGCGGTGAGCCTTGAA    | TCTCCGGGATCGGTCGCGTT   |

# Supplementary material for: PELP1 inhibition by SMIP34 reduces endometrial cancer progression via attenuation of ribosomal biogenesis
**Source:** Mol Oncol. 2023 Nov 1;18(9):2136–56. doi: 10.1002/1878-0261.13539
**Supplement:** Supplementary file 2 — Table S2. Endometrial tumor tissue Demographic Information.

| Endometrial Tumor Tissue Demographic Information |        |       |                                             |         |                                                                   |
|--------------------------------------------------|--------|-------|---------------------------------------------|---------|-------------------------------------------------------------------|
|                                                  | Sample | Stage | Histology                                   | Grade   | Stains (Pathology)                                                |
| 1                                                | EEC-3  | IA    | Endometrioid                                | Grade 1 | MSH2, MSH6, MLH1, PMS2 intact                                     |
| 2                                                | EEC-25 | IIIC1 | Endometrioid                                | Grade 2 | ER/PR <sup>+</sup>                                                |
| 3                                                | EEC-33 | IA    | Endometrioid                                | Grade 3 | MLH1, MSH2, MSH6, PMS2 intact                                     |
| 4                                                | EEC-34 | IB    | Endometrioid                                | Grade 1 | intact MSH2, MSH6; MLH1, PMS2 deficient (MLH1 methylated)         |
| 5                                                | EEC-36 | IA    | Endometrioid                                | Grade 1 | intact MLH1, MSH2, MSH6, PMS2; ER/PR <sup>+</sup>                 |
| 6                                                | EEC-41 | IIIC2 | Endometrioid                                | Grade 2 | MSH2, MSH6, MLH1, PMS2 intact                                     |
| 7                                                | EEC-57 | II    | Endometrioid                                | Grade 1 | MSH2, MSH6, MLH1, PMS2 intact; ER/PR <sup>+</sup>                 |
| 8                                                | EEC-53 | IA    | Endometrioid                                | Grade 3 | MSH2, MSH6, MLH1, PMS2 intact, p53 negative                       |
| 9                                                | EEC-59 | IA    | Endometrioid                                | Grade 1 | MSH2, MSH6, MLH1, PMS2 intact; ER/PR <sup>+</sup>                 |
| 10                                               | EEC-60 | IA    | Endometrioid                                | Grade 1 | MSH2, MSH6, MLH1, PMS2 intact; ER/PR <sup>+</sup>                 |
| 11                                               | EEC-62 | IA    | Mixed endometrioid carcinoma adenocarcinoma | Grade 1 | MSH2, MSH6, MLH1, PMS2 intact                                     |
| 12                                               | EEC-63 | IA    | Endometrioid                                | Grade 1 | MSH2, MSH6, MLH1, PMS2 intact                                     |
| 13                                               | EEC-64 | IA    | Endometrioid                                | Grade 1 | MSH2, MSH6, intact, Loss of PMS2, MLH1 (hypermethylation present) |
| 14                                               | EEC-65 | II    | Endometrioid                                | Grade 3 | MLH1, PMS2, MSH2 intact, MSH6 lost, ER/PR <sup>-</sup>            |
| 15                                               | EEC-69 | IB    | Endometrioid                                | Grade 1 | MSH2, MSH6, MLH1, PMS2 intact                                     |
| 16                                               | EEC-73 | IIIA  | Endometrioid                                | Grade 1 | MSH2, MSH6, MLH1, PMS2 intact; ER/PR pos                          |
| 17                                               | EEC-79 | IA    | Endometrioid                                | Grade 1 | MSH2, MSH6, MLH1, PMS2 intact                                     |

How the deposited data were processed for this re-analysis (not part of the article)

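The data were 6 RNA-seq libraries of HEC-1-A cells, 3 that received vehicle (control) and 3 that received SMIP34 at 20 µM for 24 h. Samples were grouped by their labels and by the methods and the legend of Fig. 3, and no sample was left out. The paper states that controls received vehicle, while their labels name only the culture medium. The labels name kits of different makers for library preparation and do not assign them to libraries. The values are estimated counts (fractional read counts per gene), which the authors made before they deposited the files. Per the file headers, featureCounts summed reads over the exons of each gene of the UCSC hg19 annotation, by strand and above a minimum mapping quality, and a read that mapped to several places or overlapped several genes was divided into fractions. The methods of the paper name tophat2 for mapping and HTSeq for counting. No normalization had been applied. The values were rounded to whole numbers for the tests. Total counts on genes lay between 19562711 and 22014835 per library, and 18480 of the 23228 genes had a count in at least 1 library.

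Genes with few counts were removed with edgeR's filterByExpr function, which left 13408 genes, and libraries were scaled by the TMM method. Control and SMIP34-treated cells were compared with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with Benjamini-Hochberg adjustment over all genes tested. The newer quasi-likelihood method of that version was set explicitly, since its default there is the legacy method, which was run as an alternative. A gene was called differentially expressed at an adjusted p-value under 0.05 and an absolute log2 fold change over 0.5, the thresholds that the paper gives. CPM are scaled by the TMM factors, and log2 CPM were computed with a prior count of 2. Standard errors were derived from the quasi-likelihood F statistic. Fold changes were not shrunk.

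Gene lists were tested with the camera function of limma 3.58.1 with a preset correlation between genes of 0.01, and with fry and with an estimated correlation beside it, each with Benjamini-Hochberg adjustment over the 19 lists. The lists were written by hand before the data were examined, from gene families, well-known pathway genes and Table S1. A list of interferon-stimulated genes was added after the data were seen. The MSigDB collections that the paper used were not used here.

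The genes named in the text were set by a rule made before the data were examined. They are the genes of Table S1, PELP1 and the other genes of the Rix1 complex that the paper names, the genes labelled in Fig. 3B, the extremes of the panels of Fig. 3E and Fig. 3F, the extremes of a gene list where it is discussed, and the 5 largest increases and 5 largest decreases among called genes with a mean of at least 1 CPM and no overlap between the groups. Values of some single genes are not reported here. Genes outside this rule are marked as chosen after their values were seen.

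The alternatives were DESeq2 1.42.0 with and without its normal prior on fold changes, limma voom, 3 other scalings, other filters on low counts, the legacy quasi-likelihood method, the replicate number as a block, offsets from a loess fit (span 0.3) of each library on gene length, other thresholds, other set tests and backgrounds, and leaving out each library in turn. Offsets on GC content, offsets on length and GC content together, leaving out genes annotated at several places, and DESeq2 with a fold limit of 1.5 were added after the data were seen. The deviations of libraries with the same replicate number had correlations of -0.028, 0.033 and -0.011 between the groups, so the numbers were not taken as pairs.

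The procedure was tested on simulated data with 200 changed genes and a further list of 80 genes shifted by -0.20. The quasi-likelihood test of edgeR recovered 194 of the 200 (97%). Among all its calls at any fold change, 9 (3.67%) were genes outside both groups. The shifted list was recovered with a median of -0.195, and an unchanged list had an adjusted p of 0.84 in camera. The simulated genes varied independently, so these runs cannot show how far camera's preset correlation can be trusted in the data. Length offsets reduced a simulated correlation across genes between length and fold change from 0.748 to -0.0013. Primer pairs of Table S1 were located by exact match on the transcripts of GENCODE release 44 mapped to GRCh37, with products of up to 1000 bases. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.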

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

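The tests of the scaling factors, of GC content offsets, of values per library and of a heavier weight on length for the ATF4 target genes, and all tests of ASMTL, HSPA1A and RING1, were chosen after the results were seen, while the other tests of the ATF4 target genes were set beforehand.

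ATF4 target genes, which the paper does not discuss as a set, were lower with SMIP34. Of 22 genes tested, 16 were lower and 1 was higher at an adjusted p-value under 0.05, and 7 passed the fold limit. Their median log2 fold change was -0.37 (camera adjusted p = 1.08e-27, and between 3.49e-34 and 0.00166 over all alternatives), from -1.18 for CHAC1 to 0.092 for SLC3A2. The list also passed camera in 9 of the 9 other splits of the libraries, with a median of up to 0.141 in size. Each of those splits keeps part of the treatment contrast, so no conclusion is drawn from them. The gene of ATF4 itself, singled out after its values were seen, had a log2 fold change of -0.37 (adjusted p = 4.71e-11 from edgeR's quasi-likelihood test). The tables argue against several technical explanations as the whole cause. The median was -0.385 with gene length offsets and -0.367 with GC content offsets. Relative to the control mean, the list with gene length offsets stood between -0.00535 and 0.00387 in the controls and between -0.393 and -0.343 in the treated libraries. The highest median under 3 other scalings was -0.354. In 10000 random lists matched on length and expression, 0 had a median as low, as did 0 with length weighted 3 times as much, and the lowest median drawn was -0.11. A candidate explanation for the listed genes is lower activity of ATF4 in treated cells, a hypothesis found and tested on the same libraries. The list was written by hand, so it need not hold every target of ATF4. ATF3 and PPP1R15A, which are not in it, rose with log2 fold changes of 1.68 and 0.93. Whether ATF4 acts on these 2 genes here was not tested. A difference between the groups in culture conditions or solvent stays open, since the labels give no batch and name only medium for the controls.

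ASMTL was among the largest increases, at 2.04 ± 0.373 CPM in control and 20.6 ± 2.36 CPM in treated cells (SD, n = 3 each), a log2 fold change of 3.34 (standard error 0.13, adjusted p = 1.45e-16 from edgeR's quasi-likelihood test). It is annotated on both X and Y. Of 11 such genes with a mean of at least 20 counts, 8 (72.7%) differed over 3-fold between replicates of one group, against 20 of 12564 other genes (0.159%). The first measure computed, the median ratio of the largest to the smallest count within a group, was 4.96 for these genes and 1.29 for other genes with as many counts, and the share over 3-fold was chosen after both were seen. CD99, for example, had 1749, 172 and 177 counts in the controls. Uneven placement of reads between copies may therefore account for the increase of ASMTL. Against this, its own counts of 46, 46 and 34 in control and 496, 390 and 461 in treated cells vary little within groups, so a change in its expression stays open.

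HSPA1A had the largest increase among called genes with a mean of at least 1 CPM and no overlap between the groups, a log2 fold change of 4.03 (standard error 0.39, adjusted p = 8.31e-09 from edgeR's quasi-likelihood test), from 13, 5 and 8 counts in control to 224, 152 and 77 in treated cells. It lies among the alternative haplotypes of chromosome 6 beside the near-identical HSPA1B, so the size of the change is uncertain. The sum of both genes had a log2 fold change of 2.15 (standard error 0.17, adjusted p = 1.95e-10), which argues against a shift of reads from HSPA1B as the whole cause. The normal prior of DESeq2 reduced the HSPA1A log2 fold change to 0.36. Reads lost to haplotype copies in some libraries remain possible. A heat shock response to SMIP34 is a candidate explanation that was not tested apart from the list of heat shock genes, which holds both.

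RING1 had a log2 fold change of 2.79 (standard error 0.69, adjusted p = 0.00248 from edgeR's quasi-likelihood test), with 12, 16 and 8 counts in control and 24, 218 and 23 in treated cells. Without SMIP34 replicate 2 the RING1 log2 fold change was 0.89 (adjusted p = 0.0806). Over all alternatives the adjusted p lay between 9.31e-09 and 0.112. The gene is annotated on the alternative haplotypes of chromosome 6. Of 70 such genes with a mean of at least 20 counts, 22 (31.4%) differed over 3-fold between replicates of one group. By the first measure computed, their median ratio was 1.99, against 1.33 for other genes with as many counts, a smaller contrast under which a limit of 2 would have spoken against this explanation. The share over 3-fold was chosen after both measures were seen, so uneven placement of reads in SMIP34 replicate 2 is a candidate explanation only.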

How the results depend on the processing

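The GC content offsets, the offsets on length and GC content together, the removal of genes at several places and DESeq2 with a fold limit of 1.5 were chosen after the results were seen, and the other alternatives were set before the data were examined.

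The count of differentially expressed genes was 444 and stayed within 1.5 times that number except with DESeq2 (291), with DESeq2's normal prior (108) and with DESeq2 at a fold limit of 1.5 (190). The genes higher with SMIP34 numbered 65 with the normal prior and 96 with DESeq2 at a fold limit of 1.5. The genes lower with SMIP34 numbered 149 with DESeq2, 43 with the normal prior, 94 with DESeq2 at a fold limit of 1.5, and 157 at an adjusted p-value under 0.01, which is a stricter threshold by construction. Of the 444 genes, 290 were shared with the DESeq2 calls and 108 with those under the normal prior, a prior that shrinks fold changes toward 0. The cause of the lower count with DESeq2 was not tested. Leaving out 1 library gave between 389 and 448 genes, of which between 327 and 357 were among the 444. Scaling by library size only gave 219 genes higher and 219 lower, and moved the median of all genes by 0.0185. Taking the replicate number as a block gave 453 genes, and 419 with gene length offsets. The PELP1 mRNA stayed higher with an adjusted p-value under 0.05 in all settings.

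Of the 19 lists, 13 passed an adjusted p-value of 0.05 in camera and 5 did with the estimated correlation. The lists that no longer passed with it had unchanged medians by construction, -0.17 for ribosomal proteins, -0.14 for oxidative phosphorylation, -0.12 for elongation factors, -0.10 for TOP mRNAs other than ribosomal proteins, -0.16 for the Table S1 genes of the ribosome and translation, -0.076 for mitochondrial ribosomal proteins, 0.13 for p53 target genes and 0.066 for BCL2 family and death receptor genes. With fry, the Rix1 complex (0.16), the ribosome biogenesis factors (0.049) and the TGF-beta response genes (0.071) passed as well. With gene length offsets the mitochondrial ribosomal proteins no longer passed (-0.011, and -0.010 with a replicate block and -0.0077 with GC content), while the proteasome subunits (0.064, 0.064 and 0.073 in the same order) and the ribosome biogenesis factors (0.055, 0.056 and 0.045) did. With only the most highly expressed genes as background, the medians of the BCL2 family and death receptor genes (-0.071) and of the TGF-beta response genes (-0.034) changed sign, and the p53 target genes (0.18) no longer passed, over fewer genes. The BCL2 family and death receptor genes did not pass with DESeq2 (0.078), limma voom (0.071) or the normal prior (0.034), and the p53 target genes not with GC content offsets (0.11). The median of the initiation factors, -0.014, was 0.0049 with library size only, 0.032 with gene length offsets, 0.033 with a block beside them and 0.024 with GC content beside them. That of the proteasome subunits was -0.0026 with upper quartile factors and lay between -0.0080 and 0.031 over the 6 fits that each left out 1 library. Apart from these constructions, the causes were not tested.

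LAS1L, which was near 0, had a log2 fold change of -0.012 with upper quartile factors, and between -0.022 and 0.019 with 1 library left out. RPL17 had 0.021 with gene length offsets, 0.020 with a block beside them and 0.019 with GC content beside them, the setting under which RPS2 had 0.010. The filter of at least 10 counts in every library and the removal of genes at several places each left 61 of the 66 named genes other than PELP1 with a value, and DESeq2 left 65. Over the named genes and all settings, 45 results were weaker, 8 were stronger, 8 changed direction and 1313 kept their direction and their side of the threshold. With 3 libraries per group the exact permutation test of a single value cannot go below 0.1, so the tests rest on the variance shared across genes.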

Differences from the paper's values

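DESeq2 with a fold limit of 1.5 was chosen after the results were seen, and the other alternatives named here were set before the data were examined.

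The paper reports 173 differentially expressed genes, and 444 were found here at the same thresholds. None of the alternatives set before the data were examined came within 1.5 times the paper's count. DESeq2, the tool that the paper names, gave 291 genes and its normal prior gave 108. DESeq2 with a fold limit of 1.5, a combination chosen after seeing the values, gave 190.

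The median fold of the 15 Table S1 genes of the p53 and apoptosis pathways is about 2.7 in the RT-qPCR of Fig. 3G, read by eye, and was 1.455 in the RNA-seq counts. The median fold of the 17 Table S1 genes of the ribosome and translation is about 0.48 in Fig. 3H, read by eye, and was 0.8938 in the RNA-seq counts. RT-qPCR and RNA-seq counts are different measurements of the same treatment. None of the alternatives set before the data were examined closed either gap.

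For single genes, Fig. 3H shows lower TEX10 and LAS1L mRNA with SMIP34. In the RNA-seq counts, TEX10 had a log2 fold change of 0.19 and LAS1L of 0.0013 (adjusted p = 0.983 from edgeR's quasi-likelihood test). The legend of Fig. 3 describes the genes measured by RT-qPCR as regulated in the RNA-seq. Of the 32 genes, 29 had an adjusted p-value under 0.05 here, and PMAIP1, UPP1 and LAS1L did not. With gene length offsets, PMAIP1 log2 fold change was 0.15 (adjusted p = 0.0171) and UPP1 log2 fold change was 0.099 (adjusted p = 0.00216), and both also passed with a replicate block beside the offsets. Among the alternatives chosen after seeing the data, UPP1 passed with GC content offsets and with length and GC content offsets together.

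Fig. 3D lists a translation initiation gene set among the lower ones. That set was not used here. The list of 37 initiation factor genes, which holds no ribosomal protein genes, had a median log2 fold change of -0.014 (camera adjusted p = 0.947). The members of the paper's set were not at hand, so this value does not test that set and shows no difference from the paper.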

Other observations

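The tests of the length trend between libraries, of mitochondrial ribosomal proteins, of oxidative phosphorylation, of PELP1, of interferon-stimulated genes and of control replicate 1, and the GC content offsets, the values per library with offsets or against matched genes and the heavier weight on length in the matched lists for ribosomal proteins, were chosen after the results were seen, while the other tests of ribosomal proteins and the splits were set beforehand.

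Fold changes followed exon length. Over the 13408 genes tested, the rank correlation across genes between length and log2 fold change was 0.294, and that with exon GC content was -0.201, and genes are not independent replicates. The slope of a library's log2 CPM on length, in log2 units per doubling, was -0.0243, -0.0331 and -0.0038 in control replicates 1, 2 and 3 and 0.0202, 0.0254 and 0.0156 in SMIP34 replicates 1, 2 and 3. The range among controls was 0.0293, or 71.9% of the difference of 0.0408 between group means (exact permutation test, two-sided, p = 0.1, the smallest that 3 libraries against 3 allow). That test cannot decide the question, since it gave its smallest possible value. Each treated slope lay above each control slope, and the group difference was larger than the range among controls or among treated libraries (0.0098). These values argue against variation between single libraries as the whole cause. A technical difference between the groups and an effect of SMIP34 on long and short transcripts cannot be told apart, since the labels give no batch.

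Ribosomal protein mRNAs were lower in all 79 genes tested, by a median log2 fold change of -0.17. The median was -0.0536 with gene length offsets, which therefore removed most of the decrease and left the list past its threshold, and -0.158 with GC content offsets. The highest median under 3 other scalings was -0.151. Of 10000 random lists matched on length and expression, 14 had a median as low, with a median over draws of -0.14. With length weighted 3 times as much, 31 did, with a median over draws of -0.15. The draws take genes as independent, and their pools had a mean log2 CPM of 9.01 and 8.57 in that order, against 9.31 in the list. The camera test with its preset correlation also passed for this list in 8 of the 9 other splits of the libraries, with a median of up to 0.116 in size. Each of those splits keeps part of the treatment contrast, so they cannot show how far the threshold can be trusted. Per library and relative to the control mean, the list with gene length offsets stood at 0.00657, 0.00924 and -0.02 in the controls and at -0.051, -0.0521 and -0.0595 in the treated libraries, a group difference of -0.0528 against a range of 0.0293 among the controls. With GC content offsets the difference was -0.156 against a range of 0.12. These values argue against either trend, and the other scalings against the scaling factors, as the whole cause. Against matched genes, the list differed between the groups by -0.03, no more than the range of 0.03 among the controls, and by -0.0218 with the heavier weight on length, where the groups overlapped. A decrease of ribosomal protein mRNAs in particular and one of short, abundant mRNAs in general therefore cannot be told apart here, since the difference between them is within the spread between libraries. Reads shared with pseudogene copies could not be tested, as 0 of the genes had whole-number counts in all 6 libraries. The genes with fractional counts in 1 to 3 libraries had a median of -0.18 and those with fractional counts in 4 to 6 libraries of -0.17. An effect of SMIP34 on short, abundant mRNAs, with those of ribosomal proteins among them, may account for what the offsets left, as a hypothesis.

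Mitochondrial ribosomal proteins had a median log2 fold change of -0.076 (76 tested, 29 lower and 1 higher at an adjusted p-value under 0.05, camera adjusted p = 2.91e-04). With gene length offsets it was -0.0107 and no longer passed, so the length trend is a candidate explanation. For oxidative phosphorylation, a set that Fig. 3D lists among the lower ones, 74 genes were tested, 72 were lower and 59 were lower at an adjusted p-value under 0.05, with a median of -0.14 (camera adjusted p = 8.93e-18). With gene length offsets it was -0.0564 and still passed, and per library the groups differed by -0.0526 against a range of 0.0241 among the controls, which argues against the length trend as the whole cause. Whether the remainder is an effect of SMIP34 was not tested.

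The mRNA of PELP1 was higher with SMIP34, although the paper reports a lower protein level. Its log2 fold change was 0.142 with gene length offsets and 0.209 with GC content offsets, so neither trend accounts for it as a whole. Of the 7 genes of the Rix1 complex list, 4 were higher and 1 was lower at an adjusted p-value under 0.05, with a median of 0.16 (camera adjusted p = 0.224). SENP3 had a log2 fold change of 0.16 (adjusted p = 0.00118) and WDR18 of -0.22 (adjusted p = 1.04e-04), both from edgeR's quasi-likelihood test. The paper reports faster loss of PELP1 protein with SMIP34 in a cycloheximide chase, which mRNA counts do not measure. It also proposes that the Rix1 complex needs PELP1 for its stability. Beyond that evidence of the paper, why mRNA and protein differ was not tested here.

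IFIT2 and RSAD2, singled out after their values were seen, had log2 fold changes of 0.99 and 1.10. A list of interferon-stimulated genes written after that had a median log2 fold change of 0.342 (22 tested, 14 higher and 1 lower at an adjusted p-value under 0.05, camera adjusted p = 7.92e-14, and between 5.5e-16 and 0.0202 over all alternatives). The list holds IFIT2 and RSAD2 and was not tested without them, so it is not independent of the genes that prompted it. With gene length offsets its median was 0.336, which argues against the length trend. An interferon-like response may be part of the response to SMIP34, or follow from NF-kB activity, which was not tested apart.

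At an adjusted p-value under 0.05, 23 of the 88 ribosome biogenesis factors tested were higher and 9 were lower, as were 2 and 2 of the 14 RNA polymerase I subunits and 6 and 7 of the 31 proteasome subunits. The ribosome biogenesis factors had a median log2 fold change of 0.049 (camera adjusted p = 0.143), RNA polymerase I subunits of 0.049 (adjusted p = 0.64) and proteasome subunits of 0.011 (adjusted p = 0.714). The Table S1 genes of the p53 and apoptosis pathways had a median of 0.54 (camera adjusted p = 7.14e-45) and those of the ribosome and translation of -0.16 (camera adjusted p = 2.45e-08), both picked from these libraries. In the heat shock list 17 genes were higher and 1 was lower at an adjusted p-value under 0.05, CRYAB with a log2 fold change of -0.51, and in the immediate early list 14 were higher and none was lower at that limit.

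Control replicate 1 had counts on 16875 genes, 782 more than the next library, and the other libraries on between 15963 and 16093. It had the fewest counts of the 6 libraries, which argues against greater depth. Of the 746 genes with counts in it alone, 678 had 1 or 2 counts. A trace of other RNA or DNA in that library is a candidate explanation that was not tested. Leaving it out gave 389 differentially expressed genes.

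Of the 10 splits of the 6 libraries into groups of 3, only 1, the real one, gave 444 or more differentially expressed genes, only 1 gave 4645 or more genes at any fold change, and only 1 gave 13 or more lists. The other splits gave 0 genes by either count, between 171 and 398 genes at an unadjusted p-value under 0.05, and between 5 and 12 lists. With 10 splits the share cannot fall under 0.1, so chance cannot be excluded by splits alone. Each other split also has unequal numbers of treated libraries in its groups, so part of the treatment contrast remains in it and enters its lists. The lists of NF-kB target genes, ATF4 target genes, heat shock genes and immediate early genes passed camera in 9 of the 9 other splits.

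TEX101, which both TEX10 primers match in the text copy of Table S1, had 1, 1 and 1 counts in the controls and 2, 1 and 1 in the treated libraries, and was not tested. It was singled out after the primers were located.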
